# Circular non-coding RNA *ANRIL* modulates ribosomal RNA maturation and atherosclerosis in humans

**DOI:** 10.1038/ncomms12429

**Published:** 2016-08-19

**Authors:** Lesca M. Holdt, Anika Stahringer, Kristina Sass, Garwin Pichler, Nils A. Kulak, Wolfgang Wilfert, Alexander Kohlmaier, Andreas Herbst, Bernd H. Northoff, Alexandros Nicolaou, Gabor Gäbel, Frank Beutner, Markus Scholz, Joachim Thiery, Kiran Musunuru, Knut Krohn, Matthias Mann, Daniel Teupser

## Abstract

Circular RNAs (circRNAs) are broadly expressed in eukaryotic cells, but their molecular mechanism in human disease remains obscure. Here we show that *circular antisense non-coding RNA in the INK4 locus* (*circANRIL*), which is transcribed at a locus of atherosclerotic cardiovascular disease on chromosome 9p21, confers atheroprotection by controlling ribosomal RNA (rRNA) maturation and modulating pathways of atherogenesis. *CircANRIL* binds to pescadillo homologue 1 (PES1), an essential 60S-preribosomal assembly factor, thereby impairing exonuclease-mediated pre-rRNA processing and ribosome biogenesis in vascular smooth muscle cells and macrophages. As a consequence, *circANRIL* induces nucleolar stress and p53 activation, resulting in the induction of apoptosis and inhibition of proliferation, which are key cell functions in atherosclerosis. Collectively, these findings identify *circANRIL* as a prototype of a circRNA regulating ribosome biogenesis and conferring atheroprotection, thereby showing that circularization of long non-coding RNAs may alter RNA function and protect from human disease.

## Abstract (web summary)

Circular RNAs are widely expressed in eukaryotic cells but their functions and mechanisms of action are still being elucidated. Here the authors show that *circANRIL* modulates rRNA maturation and confers protection again atherosclerosis.

Deep sequencing combined with novel bioinformatics approaches led to the discovery that a significant portion of the human transcriptome is spliced into RNA loops^1^,^2^,^3^. These circular RNAs (circRNAs) do not retain the exon order defined by their genomic sequence and are thought to originate from non-canonical splicing of a 5′ splice site to an upstream 3′ splice site^4^. Recent studies suggest that exon circularization may depend, in part, on inverted repeats or flanking intronic complementary sequences^5^,^6^ but little is known about the functions of these highly stable RNA forms.

Before the finding that circRNAs are abundantly transcribed in humans, there were few reports of circRNAs in mammals. One of the earliest examples is the *sex determining region of Chr Y* (*Sry*) gene in mice, the Y chromosome encoded master regulator of the testis-determining pathway^7^. *Sry* may be expressed as circular and linear transcripts and circularization is thought to be a mechanism to escape translation^7^,^8^. *Sry* was also shown to serve as a competing endogenous RNA of miRNA-138 (ref. 9), and a similar ‘miRNA sponging' function has been demonstrated for a transcript antisense to *cerebellar degeneration related protein 1* (*CDR1as/ciRS-7*)^2^,^9^. *CDR1as* contains ∼70 binding sites for miR-7 and acts to suppress miR-7 activity, resulting in increased levels of miR-7 target genes and functions^2^,^9^. However, only few circRNAs harbour multiple binding sites for miRNAs^10^, suggesting that these abundant RNAs may have other unknown regulatory functions.

Previous work indicated that the long non-coding RNA (lncRNA) *ANRIL*(*CDKN2B-AS1*), which is transcribed at the cardiovascular disease risk locus on chromosome 9p21 (refs 11, 12, 13), is capable of forming RNA circles^14^, yet the functional relevance in human health and disease is unknown. *ANRIL* is differentially expressed by the genotype at 9p21 (for review see ref. 15) and increased linear *ANRIL* (*linANRIL*) was associated with increased atherosclerosis^16^. Recent studies suggest an important role for Alu elements in epigenetic gene regulation by *linANRIL*^17^. These Alu repeats and distal *ANRIL* exons are not conserved in non-primate species^18^, suggesting a primate-specific gain of function of this lncRNA. Here we identify a molecular effector mechanism of circular *ANRIL* (*circANRIL)* using proteomic screening, bioinformatics and functional studies. We demonstrate that *circANRIL* regulates the maturation of precursor ribosomal RNA (pre-rRNA), thus controlling ribosome biogenesis and nucleolar stress. In concert, *circANRIL* confers disease protection by modulating apoptosis and proliferation in human vascular cells and tissues, which are key cellular functions in atherosclerosis.

## Results

### Association of *circANRIL* with atheroprotection at human 9p21

We systematically investigated the exon structure of *circANRIL* in human cell lines and primary cells (Fig. 1a and Supplementary Fig. 1). Using outward-facing primers and PCR analysis of reverse-transcribed RNA, we observed several species of *circANRIL* isoforms. The predominant *circANRIL* isoform consisted of exons 5, 6 and 7, where exon 7 was non-canonically spliced to exon 5 (Fig. 1a and Supplementary Fig. 1). We focused on this isoform for detailed functional characterization and further refer to it as *circANRIL*. *CircANRIL* was expressed in both healthy and diseased human vascular tissues, as well as smooth muscle cells (SMC) and monocyte/macrophages (Fig. 1b), which play an important role in atherogenesis. *CircANRIL* levels were relatively low compared with abundant housekeeping mRNAs such as actin beta (*ACTB*; Fig. 1b), but comparable to the levels of other human circular RNAs such as the previously described *CDR1as*^2^ or *circular* *HPRT1* (*circHPRT1*), which was identified in the present study (Supplementary Fig. 2a). Nevertheless, *circANRIL* RNA levels were on average 9.7-fold higher than levels of *linANRIL* RNA when we analysed a panel of different human cell types and tissues (Supplementary Fig. 2a,b). *CircANRIL* was also more stable than *linANRIL* (Supplementary Fig. 3). The latter is in line with previous reports on other circular RNAs^1^,^19^. To determine the spatial distribution of *circANRIL* expression in the context of vascular atherogenesis, we performed RNA *in situ* hybridization using a *circANRIL*-specific probe (Fig. 1c and Supplementary Fig. 4). We detected *circANRIL* in SMC and in CD68-positive macrophages in human atherosclerotic plaques (Fig. 1c).

We next tested for an association of *circANRIL* expression with the 9p21 genotype in a large cohort of patients with different burden of coronary artery disease (CAD), as assessed by coronary angiography^17^,^20^. Carriers of the CAD-protective haplotype at 9p21 showed significantly increased expression of *circANRIL* in peripheral blood mononuclear cells (PBMC, *n*=1,933; 14% per protective A-allele; Fig. 1d) and whole blood (*n*=970; *P*=1.86 × 10^−7^; 27% per allele; associations were calculated using robust linear regression models). Differential expression was replicated in endarterectomy specimens, where each protective allele was associated with 13% higher *circANRIL* expression (Fig. 1e). Importantly, the direction of effects for *circANRIL* was inverse to the published results for *linANRIL*, which was downregulated in patients carrying the 9p21 protective genotype^16^,^17^. Consistent with these findings, *circANRIL* expression was inversely correlated with *linANRIL* expression in PBMC of the CAD cohort (*r*=−0.24; *P*=3.72 × 10^−29^; linear regression). We then tested for an association of *circANRIL* with CAD burden. Patients with high *circANRIL* expression developed less CAD (*P*=0.047; odds ratio=0.8; linear regression) and highest *circANRIL*/*linANRIL* ratios were found in patients free of CAD (*P*=5.9 × 10^−5^; odds ratio=0.75; Fig. 1f; linear regression). Calculated by a Mendelian randomization approach, the *circANRIL*/*linANRIL* ratio explained a significant part of the observed association of 9p21 with CAD (*P*=0.002; linear regression). This establishes a causal relationship between the genotype at 9p21, high *circANRIL* expression and CAD protection. Taken together, these data implied an atheroprotective role of *circANRIL* at 9p21, which was inverse to the previously reported proatherogenic function of its linear counterparts^17^.

### *CircANRIL* controls apoptosis and cell proliferation *in vitro*

We next wanted to test whether *circANRIL* was biologically active and controlled cell functions related to atherosclerosis. To mimic increased levels of *circANRIL* RNA, as observed in patients that were protected from atherosclerosis, we set out to generate cell lines stably overexpressing the *circANRIL* RNA consisting of exons 5, 6 and 7. Since circularization of *ANRIL* was spliceosome-dependent (Supplementary Fig. 5), we predicted that flanking intronic sequences might be relevant for circularization and constructed a vector, where exonic sequences were surrounded by 140 bp intronic sequences 5′ of exon 5 and 3′ of exon 7 (Fig. 2a and Supplementary Table 1). On the basis of this approach we succeeded to express *circANRIL* RNA in 12 of 30 (40%) stably transfected HEK-293 cells, which was validated by *circANRIL*-specific quantitative reverse transcription PCR (qPCR) (Fig. 2b). On average, stably overexpressing circANRIL cells had 16-fold higher *circANRIL* expression levels compared with endogenous *circANRIL.* For functional studies, we selected cell lines with a modest 3-fold overexpression to resemble a more physiological situation (Fig. 2c–f). Corroborating our previous results, measuring *circANRIL* RNA turnover rates following inhibition of RNA polymerase II transcription with actinomycin D, the overexpressed *circANRIL* was more stable than *linANRIL* (Supplementary Fig. 6).

Studies of key cell functions of atherogenesis in *circANRIL*-overexpressing cells revealed increased apoptosis (Fig. 2c) and decreased proliferation (Fig. 2d). Overexpression of the unrelated circular RNA *circHPRT1* (Supplementary Fig. 7 and Supplementary Table 1) did not trigger these effects (Fig. 2c,d), ruling out that proapoptotic and antiproliferative functions are generic roles of all circular RNAs. In further support for the specificity of the observed consequences of *circANRIL* overexpression, effects could be reversed by small interfering RNA (siRNA)-mediated downregulation of *circANRIL* RNA, but not by using *linANRIL-*specific or scrambled siRNA controls (Fig. 2e,f and Supplementary Fig. 8).

We next deleted exons 5–20 from the *ANRIL* locus in HEK-293 cells using CRISPR/Cas9 technology and established heterozygous and homozygous knockout cell lines (Fig. 3a,b and Supplementary Table 2). Deletion of exons 5–20 impairs *linANRIL* RNA isoforms, which contain at least exons 5 and 6 (ref. 17). The deletion also affects several *circANRIL* isoforms, including the major isoform consisting of exons 5–7, which we are studying. Our analysis revealed that loss of *ANRIL* conferred a gene dosage-dependent reduction in apoptotic rate (Fig. 3c) and led to increased cellular proliferation (Fig. 3d). We stress that increased proliferation and reduced apoptosis cannot solely be ascribed to either deletion of *linANRIL* RNAs nor to deletion of circRNAs. For this reason, using an expression vector to restore *circANRIL* but not *linANRIL* expression in these cell lines, we re-expressed the major *circANRIL* isoform consisting of exons 5–7 in the knockout cell line that misses exons 5–20. We showed that presence of *circANRIL* alone was sufficient to increase cell apoptosis (Fig. 3e) and to reduce proliferation (Fig. 3f) indicating that *circANRIL* mediated its effects likely independent of *linANRIL* at 9p21. Together, this genetic analysis demonstrates that *circANRIL* is a physiologically relevant modulator of apoptosis and proliferative capacity.

### *CircANRIL* acts independent of *CDKN2A/B* and of miRNA sponging

Previous work suggested that *ANRIL* regulated the expression of the tumour suppressor genes *cyclin-dependent kinase inhibitors A and B* (*CDKN2A* and *B*)^21^,^22^, located adjacent to *ANRIL*'s genomic position. We therefore investigated whether *circANRIL* affected the expression of these genes, but we detected no significant changes (Fig. 4a). Furthermore, we observed that *linANRIL* remained unaffected by overexpressing *circANRIL* (Fig. 4a), excluding *cis*-regulation of 9p21 transcripts as molecular effector mechanism. Other work has shown that circRNAs, which were enriched for miRNA seeds, may serve as miRNA sponges^2^,^9^. However, we only identified a maximum of three binding sites for miR-4659a/b, miR-3184-3p and miR-5571-5p (Fig. 4b) in *circANRIL*. Moreover, expression of these miRNAs was not changed in *circANRIL*-overexpressing cells (Fig. 4c), and genome-wide expression arrays in *circANRIL* and control cells did not support an induction of miRNA-regulated networks (Supplementary Fig. 9; Gene Expression Omnibus GSE65392). In addition, *circANRIL* did not bind to argonaute 2 (AGO2; Fig. 4d) of the RNA-induced silencing complex, which is responsible for miRNA-dependent degradation of target RNAs. These data suggested that *circANRIL* controlled atheroprotective cell functions through a novel molecular mechanism, independent of *cis*-regulation at 9p21 and miRNA sponging.

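HEK-293, an established human embryonic kidney cell line, was profiled on Illumina HumanHT-12 v4 BeadChips, with 3 arrays of stably circANRIL-overexpressing lines and 3 arrays of vector control lines. Of 21191 probes tested, 1965 were higher and 1789 were lower in the circANRIL lines at an adjusted p under 0.05 from limma, which is 17.7% of the probes. These 3754 calls became 1968 without circANRIL replicate 2, 1991 without circANRIL replicate 3, 1503 with a floored background and 484 with the methods' t-test. With median scaling 1418 were higher and 2974 lower. The authors preprocessed the bead-level data in GenomeStudio. The deposited signals are intensities on the linear scale, 1 per probe and array, from which background had been subtracted, so that 11666 to 12397 of the 47315 signals of each array are negative. They had not been normalized between arrays, and each comes with a detection p-value. The signals were background-corrected with these p-values, quantile-normalized and put on the log2 scale with limma's neqc (offset 16). A probe was kept where its detection p was under 0.05 on at least 3 of the 6 arrays, whatever the group. Between 43.4% and 46.8% of all probes were detected on an array. Pearson's r between arrays, across probes, which are not independent replicates, was 0.980 to 0.990 within a group and 0.946 to 0.968 between groups. The first principal component, which held 62.9% of the variance, parted the groups. The groups did not overlap at 35.7% of the probes, where chance gives 10%. The p-values measure the spread between these arrays, which the labels do not name as separate lines or as cultures, and their number limits the precision. With 3 arrays against 3, an exact permutation test cannot give a p under 0.1. The positions of the probes within circANRIL are not given, so its overexpression was not measured on the arrays.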

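Genes known to be repressed by well-studied miRNAs moved in both directions in the circANRIL lines. Of 22 measured targets of let-7, a miRNA family that restrains growth and fetal genes, 4 were higher and 2 were lower (4 and 3 when adjusted over the list alone). HMGA1, a chromatin architectural protein, rose by a log2 fold change of 1.40 (standard error 0.21, adjusted p = 0.00022), and E2F5 and ARID3B rose by 1.11 and 0.89. MYC, the growth-promoting transcription factor, had a log2 fold change of −1.15 (standard error 0.12, adjusted p = 7.6e-06) and HIC2 of −0.79. Among 22 targets of the miR-17 family, 2 were higher and 1, the cell cycle regulator CCND1, was lower with a log2 fold change of −1.05 (2 and 1 adjusted over the list alone). For miR-7, 2 of 11 targets, among them the growth factor receptor EGFR at 0.74 (−0.09 by its dimmer probe), were higher and 3, among them the insulin receptor substrate IRS2 at −2.26, were lower (3 and 4 adjusted over the list alone). Of 17 miR-34 targets, 2 were higher and 5 lower (4 and 6 adjusted over the list alone), with the apoptosis inhibitor BCL2 at 0.92 by its brightest probe among the higher and the adhesion receptor CD44, MYC and CCND1 among the lower. Of these targets 4 were more than 2-fold lower and 0 more than 2-fold higher. The 14 targets of miR-15/16 gave 2 higher and 3 lower (3 and 3 adjusted over the list alone). For miR-21, 2 of 14 targets were lower and none was higher (0 and 0 adjusted over the list alone).

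The mean log2 fold change was 0.04 for let-7 targets, 0.06 for miR-17 targets, −0.34 for miR-7 targets, −0.27 for miR-34 targets, −0.02 for miR-15/16 targets and −0.07 for miR-21 targets. None of these 6 lists passed limma's camera, with an adjusted p of 0.377 for miR-34, 0.621 for miR-7, 0.621 for miR-21, 0.672 for miR-17, 0.859 for let-7 and 0.859 for miR-15/16. The median had the opposite sign to the mean for let-7 (−0.06), miR-7 (0.18) and miR-15/16 (0.04). With median scaling the means for let-7 and miR-17 were −0.11 and −0.10, and with a floored background the mean for miR-15/16 was 0.01. Of 23 proteins of the miRNA pathway, 1 was higher and 7 were lower (1 and 7 adjusted over the list alone), with a mean log2 fold change of −0.21 (adjusted p = 0.106). DROSHA, which cleaves primary miRNA transcripts, had a log2 fold change of −0.74 (−0.31, adjusted p = 0.428, by its dimmer probe), the export factor XPO5 of −0.64 and the DICER1 partner TARBP2 of −0.63, while PRKRA rose by 0.54. AGO2, the slicer of the silencing complex, had a log2 fold change of 0.24 (standard error 0.22, adjusted p = 0.492). This list passed the threshold with a floored background (adjusted p = 0.0338) and with median scaling (adjusted p = 0.0384). With camera on per-gene scores from the methods' t-test it passed as well (adjusted p = 0.0339). It had an adjusted p = 0.745 with an estimated correlation. No 3′ UTR sequences were at hand, so targets of the miRNAs predicted to bind circANRIL were not tested. The paper reports unchanged levels of those miRNAs (Fig. 4c) and states that the arrays gave no evidence of miRNA-regulated networks being induced (Supplementary Fig. 9).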

### *CircANRIL* is a component of a pre-ribosomal assembly complex

Since *linANRIL* has protein-binding capacity^17^,^21^,^22^, we performed a proteomic screen to identify potential *circANRIL*-binding proteins (Fig. 5). To this end, we generated HEK-293 cell lines with stable overexpression of *circANRIL* engineered to contain RNA hairpin BoxB-sequences^23^ (*circANRIL*-BoxB; Supplementary Fig. 10 and Supplementary Table 1). This allowed capture of *circANRIL*-bound proteins in cellular lysates via high affinity interaction of the BoxB RNA hairpin with bacteriophage λ transcriptional antiterminator protein N (λN-peptide) coupled to beads (Fig. 5a–d). Circularization of *circANRIL* was not impaired by the insertion of *BoxB*-sequences (Supplementary Fig. 10). As controls for the capture, we used protein extracts from HEK-293 cell lines with stable overexpression of *circANRIL* without BoxB RNA hairpin sequences (Fig. 5a). On the basis of quantitative reverse transcription PCR analysis, we validated that *circANRIL* was highly enriched following bead-mediated capture (Fig. 5b), demonstrating that our isolation strategy was specific and selective. Capture experiments were performed in quadruplicates and we used 2 μg of precipitated protein from each of the two conditions for label-free mass spectrometric analyses. Here we detected 32 proteins with significant enrichment in extracts from *circANRIL*-BoxB-overexpressing cells compared with extracts from control cells (Fig. 5c,d and Supplementary Table 3). The majority of identified proteins was involved in ribosome biogenesis and assembly (38%) and regulation of RNA splicing (16%) (Fig. 5c) suggesting that *circANRIL* may play a role in these important cellular processes. Strongest binding was determined for nucleolar protein 14 (NOP14, Fig. 5d), which is involved in the formation of the nucleolar 40S ribosomal subunit^24^, and for pescadillo zebrafish homologue 1 (PES1, Fig. 5d), which is a component of the PES1–BOP1–WDR12 (PeBoW) complex. This complex is homologous to yeast Nop7-Erb1-Ymt1 (refs 25, 26) and a key regulator of large 60S ribosome subunit biogenesis^27^,^28^. The PeBoW complex assembles with pre-ribosomes and binds to precursor rRNA (pre-rRNA), thereby facilitating the processing of 47S pre-rRNA to mature 28S and 5.8S rRNA by exonucleases^25^,^29^,^30^. Block of proliferation 1 (BOP1), which was demonstrated to bind PES1 (refs 26, 30), was also present in *circANRIL*-BoxB extracts, as well as ribosome biogenesis protein BRX1 homologue (BRIX1) and nucleolar and coiled-body phosphoprotein 1 (NOLC1), two other PeBoW complex-associated proteins^27^ (Fig. 5d).

To corroborate our mass spectrometric analysis by an independent method, we chose to analyse *circANRIL*–protein interactions by RNA immunoprecipitation (RIP). qPCR analysis after RIP revealed the interaction of *circANRIL* RNA with the PeBoW complex members PES1 and NOP14, where *circANRIL* binding to PES1 was the strongest interaction tested (Fig. 5e). PES1 binding was not detected for circularized *HPRT1* (*circHPRT1*), indicating that the binding of *circANRIL* to PES1 was not due to a generic interaction of PES1 with all species of circular RNAs in a cell (Fig. 5e). λN-peptide-mediated pull-down of *circANRIL-*BoxB from nuclear extracts followed by western blotting validated *circANRIL* binding to PES1 protein (Fig. 5f) but not to NOP14. We therefore focused subsequent functional studies on PES1 as main *circANRIL*-interacting protein.

### *CircANRIL* controls pre-rRNA maturation and nucleolar stress

PES1 is essential for PeBoW complex function, and inhibition of this complex leads to accumulation of premature rRNA isoforms (Supplementary Fig. 11)^29^,^30^. Using isoform-specific qPCRs^31^, we detected a significant accumulation of 36S and 32S pre-rRNA in *circANRIL*-overexpressing HEK-293 cell lines but not in *circHPRT1*-overexpressing cells (Fig. 6a). Expression levels of 47S pre-rRNA and 7SL RNA, which is independently transcribed by RNA polymerase III, were not altered in either cell line (Fig. 6a). Corroborating results from our qPCR analysis, northern blotting revealed an accumulation of 32S and 36S pre-rRNAs in *circANRIL*-overexpressing cells (Supplementary Fig. 12). Effects on pre-rRNAs could be reversed by siRNA against *circANRIL* (Fig. 6b) implying that *circANRIL* negatively regulated PeBoW activity and rRNA maturation. This regulation of ribosome maturation is a previously undescribed function for *circANRIL* and a yet undescribed role for circular RNAs in general.

It is well established that inhibition of rRNA maturation leads to impaired ribosome biogenesis and induction of nucleolar stress^32^, which may be evidenced by small nucleoli, nucleolar disorganization^33^ and p53 stabilization^32^,^34^. Indeed, immunofluorescent stainings of PES1 (Fig. 6c and Supplementary Fig. 13a) and BOP1 (Supplementary Fig. 13b) revealed significantly more (Fig. 6d) and smaller (Fig. 6e) nucleoli in *circANRIL*-overexpressing HEK-293 cells, providing evidence for increased nucleolar stress. Notably, we did not detect an increase in nucleolar number nor a decrease of nucleolar size when we stably overexpressed *circHPRT1* (Fig. 6d,e), providing evidence for the specificity of the observed effects for *circANRIL*. Using immunofluorescent stainings, we also detected a significant accumulation of p53 in the nuclei of *circANRIL*-overexpressing cells (Fig. 6f and Supplementary Fig. 13c). 

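Targets of p53, the stress-activated transcription factor, were not higher as a group on the arrays of the circANRIL lines. Of 55 measured genes that p53 is known to induce, 4 were higher, 10 were lower and 41 did not pass the test (5 higher and 14 lower when adjusted over the list alone). Over the alternatives run, 0 to 6 were higher and 1 to 16 lower, with 6 and 5 lower without circANRIL replicate 2 and 3. CDKN1A, which encodes the cell cycle inhibitor p21, had a log2 fold change of −0.21 (standard error 0.15, adjusted p = 0.34), and MDM2, the ubiquitin ligase that degrades p53, of −0.55 (standard error 0.19, adjusted p = 0.0566, and 0.0383 to 0.0423 under 4 of the alternatives). The pro-apoptotic PMAIP1 rose by 0.85 (standard error 0.16, adjusted p = 0.0018) and the growth arrest gene GADD45A by 0.71. GDF15, a stress-induced cytokine, was detected on none of the vector control arrays and was at least 1.84-fold higher. The antioxidant regulator SESN1 and the ribosomal protein paralog RPS27L fell, with log2 fold changes of −0.75 and −0.56, and the immediate early gene IER5 fell 2.07-fold.

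The mean log2 fold change of the p53-induced genes was −0.16 (camera, adjusted p = 0.136). Averaged per array, their log2 level was 7.50 ± 0.03 (SD, n = 3) in circANRIL lines and 7.66 ± 0.10 (SD, n = 3) in vector control lines (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). The size of the difference leans on vector control array 1, at 7.77, against 7.62 and 7.60 on vector control arrays 2 and 3. The list held 3 of the 705 genes changed by more than 2-fold among 12134 measured genes, where 3.20 were expected (Fisher's exact test, two-sided, odds ratio 0.935, p = 1). By the same exact test, 1 was among the 525 higher genes (odds ratio 0.408, p = 0.733) and 2 were among the 180 lower genes (odds ratio 2.52, p = 0.196).

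**Figure D1:**
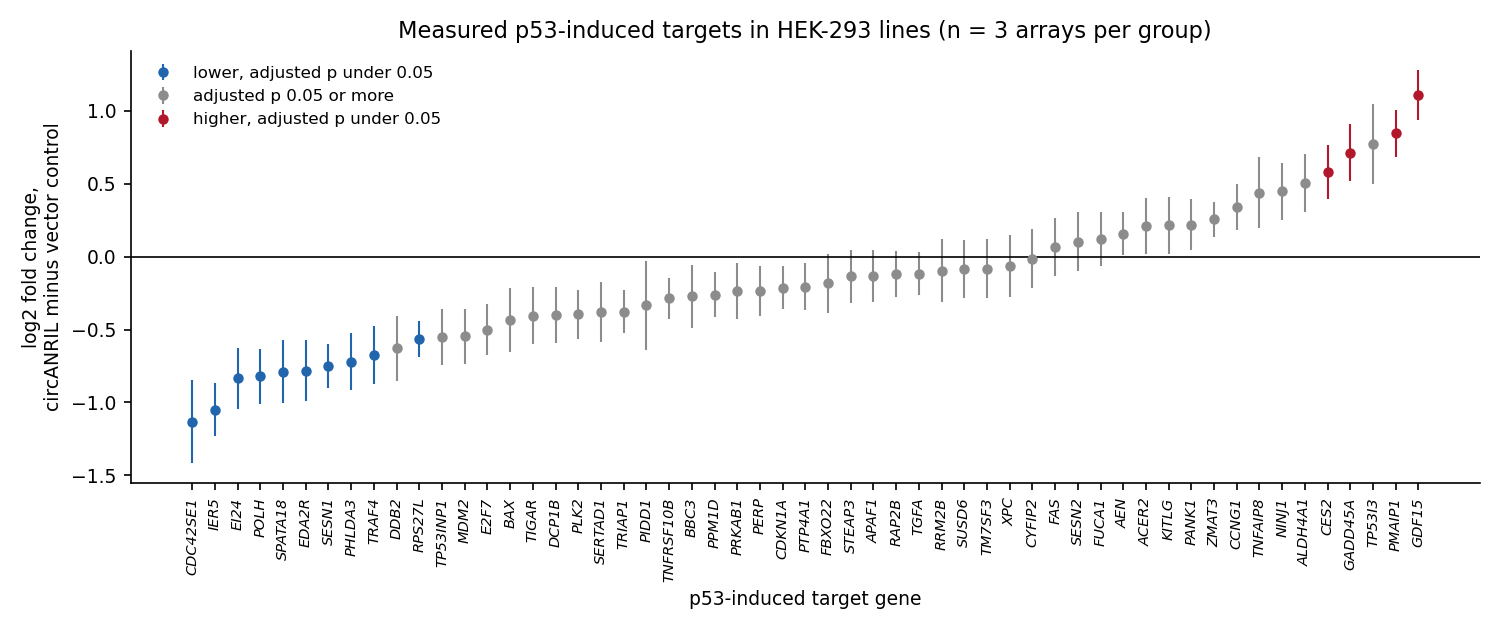
Log2 fold change (circANRIL minus vector control, n = 3 arrays per group) of each measured p53-induced gene, with its standard error as a bar. The 10 genes in blue are lower and the 4 in red are higher at an adjusted p under 0.05, and the vector control level of GDF15 is below detection.

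Of 56 cell cycle genes that p53 represses through p21 and the DREAM complex, 4 were higher and 8 lower (5 and 8 adjusted over the list alone), with a mean of −0.14 (adjusted p = 0.136). BIRC5, an inhibitor of apoptosis needed for cytokinesis, had a log2 fold change of −0.71, CCNA2 of −0.60 and the mitotic kinesin KIF20A of −0.62, while the replication helicase subunit MCM6 rose by 0.51, BUB1 by 0.54 and PRC1 by 0.39. None of the 56 changed by more than 2-fold (Fisher's exact test, p = 0.0771). With median scaling the mean of this list was −0.31 (adjusted p = 0.0155), and at the main normalization it had an adjusted p = 0.772 with an estimated correlation. Of 54 G2/M genes, 2 were higher and 8 lower (2 and 10 adjusted over the list alone), among them GTSE1 at −0.91 and TACC3 at −0.69, with a mean of −0.19 (adjusted p = 0.0358, and adjusted p = 0.745 with an estimated correlation). Over the alternatives run 0 to 3 of its members were higher and 0 to 20 lower, with 4 lower without circANRIL replicate 2 or 3, 5 without vector control replicate 2, 20 with median scaling and 0 with the methods' t-test. Its call was also lost without vector control replicate 3 and without circANRIL replicate 2 or 3, at an adjusted p of 0.149, 0.0569 and 0.0888. Of 42 S phase genes, 2 were higher and 3 were lower (2 and 3 adjusted over the list alone), with a mean of −0.02 and a median of 0.03 (adjusted p = 0.859). Among 24 pro-apoptotic genes 2 were higher and 2 lower (2 and 2 adjusted over the list alone), with BIK at 0.69 (detected on 2 of the 3 vector control arrays) and ENDOG at −1.03 (mean −0.06, adjusted p = 0.672). Among 13 anti-apoptotic genes 1 was higher and 1, MCL1 at −0.52, was lower (1 and 1 adjusted over the list alone; mean −0.01, adjusted p = 0.672, with a mean of 0.02 under a floored background).

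Genes of ribosome biogenesis were lower. Of 103 measured factors, 24 were lower and 3 were higher (29 and 3 adjusted over the list alone), with a mean log2 fold change of −0.26 (adjusted p = 0.000175, and adjusted p = 0.745 with an estimated correlation). Over the alternatives run 1 to 40 were lower, with 11 without circANRIL replicate 2, 11 without circANRIL replicate 3 and 14 without vector control replicate 3. The pre-rRNA methyltransferase FTSJ3 was at −1.11, RSL1D1 at −0.80 and GAR1, of the pseudouridylation complex, at −0.66, while GTPBP4, IMP4 and, by the brightest of its 3 probes, EFL1 rose by 0.44, 0.52 and 0.64. The mRNA of PES1 had a log2 fold change of −0.19 (standard error 0.18, adjusted p = 0.496), BOP1 of −0.09 and WDR12 of 0.15, which was −0.03 with median scaling. NOP14 was lower at −0.79 (standard error 0.18, adjusted p = 0.007, and −0.48 at an adjusted p of 0.0888 by its other probe) and BRIX1 at −0.55, and NOLC1 had −0.47 (adjusted p = 0.0516, and 0.0148 to 0.0346 under 3 of the alternatives). These 6 had a mean of −0.32, with 2 lower and 0 higher (3 and 0 adjusted over the list alone; adjusted p = 0.166). The paper reasons that inhibited rRNA maturation leads to nucleolar stress and stabilized p53, which it found as nuclear p53 in stained cells (Fig. 6f). The array values enter this reasoning at the mRNA level (Fig. 6g). The pathway results in Supplementary Tables 4–6 were not at hand.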

Activation of p53 was further corroborated by proteomic analyses in cell cultures of circANRIL and control cell lines after pulse stable isotope labelling (pulseSILAC), as well as by transcriptome-wide RNA expression analyses (Fig. 6g), which indicated a significant activation of p53 signalling both, at the protein and at the mRNA level (Supplementary Tables 4–6; Gene Expression Omnibus GSE65392).

### *CircANRIL* binding to PES1 prevents rRNA maturation

Although *circANRIL* and ribosomal RNA belong to different families of lncRNAs, we observed significant sequence homology (Fig. 7a and Supplementary Table 7). Since *circANRIL* (Fig. 5) and ribosomal RNA both bind to PES1 (ref. 25), we hypothesized that *circANRIL* occupied pre-rRNA-binding sites at PES1, thereby inhibiting exonuclease-mediated processing and maturation of ribosomal RNA. Using two independent algorithms for RNA–protein interaction, *circANRIL*-PES1 binding was predicted to be mediated through RNA domains with high pre-rRNA sequence homology (Fig. 7b and Supplementary Table 7) forming RNA stem loop structures (Fig. 7c), and through the N- and C-terminal domains of PES1 protein (Fig. 7d), respectively. These protein domains are enriched for lysine-rich amino-acid motifs with protein–RNA binding potential^35^ and have structural similarity to nuclear localization signals (NLSs). Previous work has shown that PES1's NLSs are not required for nucleolar localization of PES1 but important for PeBoW complex function^26^,^29^.

To investigate whether *circANRIL* bound to PES1 at the predicted protein domains, we performed protein immunoprecipitation of full-length and truncated PES1 (PES1Δ1-54 or PES1Δ446–588, respectively; Fig. 7d,e, Supplementary Fig. 14 and Supplementary Table 8). We only detected *circANRIL* binding when the C-terminal PES1 protein domain (aa 446–588) was present (Fig. 7e). This domain was also required for 47S and 36S pre-rRNA binding and *circANRIL* prevented pre-rRNA binding to some extent (Fig. 7f and Supplementary Fig. 15). Importantly, full-length but not truncated PES1 restored rRNA maturation in circANRIL-expressing cells (Fig. 7g) and reduced p53 accumulation (Fig. 7h), apoptosis (Fig. 7i) and cellular proliferation (Fig. 7j).

Together, these data establish *circANRIL* as a molecular inhibitor of PES1 by binding at the C-terminal domain of PES1. This may, at least in part, explain the effects of *circANRIL* in rRNA maturation, nucleolar stress and atheroprotective cell functions.

### Translation of *circANRIL* molecular effects to human disease

*ANRIL* is evolutionary not conserved between species, and exons 5–7, which are contained in *circANRIL*, are primate-specific^18^. Consequently, no expression of *circANRIL* was detected in mouse tissues using qPCR preventing studies in mouse models. To translate our *in vitro* findings to a physiologically relevant *in vivo* context, we performed functional studies in human primary SMC and human induced pluripotent stem cell (iPSC)-derived macrophages and conducted association studies in human disease cohorts (Fig. 8). *CircANRIL* overexpression in SMC (Fig. 8a–f) increased the numbers of nucleoli (Fig. 8a,b), reduced nucleolar size (Fig. 8a,c), and led to an accumulation of pre-rRNAs (Fig. 8d). Consequently, *circANRIL* induced apoptosis (Fig. 8e) and decreased cell proliferation (Fig. 8f). Using SMC of different patients, we demonstrated that cells with higher endogenous *circANRIL* expression showed a stronger induction of apoptosis and a reduced proliferative capacity as well (Fig. 8g,h). In iPSC-derived macrophages (Supplementary Fig. 16) *circANRIL* overexpression also caused an accumulation of pre-rRNAs (Fig. 8i) and induced apoptosis (Fig. 8j), thereby confirming that *circANRIL*-associated induction of nucleolar stress also occurs in cells that are relevant in atherogenesis *in vivo.*

Further *in vivo* evidence was obtained from human atherosclerotic plaques (*n*=218) (Fig. 8k). Here we observed significant correlations of *circANRIL* with 36S (*r*_s_=0.17, *P*=0.003, Mann–Whitney *U*-test) and 32S pre-rRNA abundance (*r*_s_=0.21, *P*=0.0003; Mann–Whitney *U*-test) but not with 47S pre-rRNA (*r*_s_=−0.01, *P*=not significant; Mann–Whitney *U*-test) or with 7SL control RNA abundance (*r*_s_=0.09, *P*=not significant; Mann–Whitney *U*-test). This indicates that high *circANRIL* levels led to an accumulation of pre-rRNA in human vascular tissue. In this cohort, 32S pre-rRNA was also elevated in patients carrying the CAD-protective allele at 9p21 (Fig. 8k), linking the atheroprotective genotype with high *circANRIL* expression (Fig. 1d–f) and pre-rRNA accumulation *in vivo*. To further translate our findings, we performed pathway analyses of genome-wide expression data, obtained from PBMC of 1,933 subjects of our cohort of patients with CAD^20^. While no transcripts were significantly associated with the 9p21 genotype at a genome-wide level^17^, gene set enrichment analyses of *circANRIL*-correlated genes (*n*=1,864; *p*≤0.001 (Ingenuity Pathway Analysis)) revealed induction of p53 signalling as the most significantly enriched pathway (Table 1) demonstrating that *circANRIL* also promoted nucleolar stress *in vivo*. Taken together, genome-wide expression and pathway analyses in large human CAD cohorts, pre-rRNA expression levels in human atherosclerotic plaques and functional studies in relevant human cells validate a circRNA effector mechanism, where *circANRIL* controls pre-rRNA maturation and nucleolar stress and thereby may act as protective factor against human atherosclerosis.

## Discussion

Our work provides a proof of concept for a long non-coding circRNA as a molecular regulator of rRNA maturation and of key cellular functions relevant to human disease. Results of this study extend our current knowledge about the molecular mechanisms of circRNAs, previously including the escape from translation^8^ and miRNA sponging^2^,^9^, to control of ribosomal RNA maturation through circRNA-protein interaction. We show that *circANRIL* binds to the C-terminal lysine-rich domain of PES1, thereby preventing pre-rRNA binding and exonuclease-mediated rRNA maturation^25^. Consequently, *circANRIL* impairs ribosome biogenesis, leading to activation of p53 and a subsequent increase in apoptosis and decrease in proliferative rate. Together, this pathway may promote atheroprotection by culling overproliferating cell types in atherosclerotic plaques.

PES1 is a nucleolar protein that is known to assemble in the PeBoW complex, which consists of PES1, BOP1 and WDR12. This complex is central for ribosome biogenesis and essential for life from yeast to mammals^26^,^36^. Additional support for an important role or the PeBoW complex in human atherosclerosis comes from genome-wide association studies of CAD, which independently identified WDR12 as an atherosclerosis modifier gene^13^,^36^,^37^. Human PES1 is a 588 amino-acid protein^38^, and previous work has shown that the central BRCT motif is essential for the incorporation of PES1 into the PeBoW complex and nucleolar localization^30^. In contrast, deletion of the C-terminal domain, containing NLS motifs, did not affect nucleolar localization but blocked rRNA maturation^29^. This was accompanied by changes in nucleolar morphology, inhibition of proliferation and induction of p53 in proliferating cells^29^. Results of the current work establish the C-terminal domain of PES1 as the binding site of both *circANRIL* and pre-rRNA. *circANRIL* binding prevented exonuclease-mediated processing of pre-rRNA, causing a dominant-negative phenotype as observed for the C-terminal deletion mutants of PES1 (Fig. 7g-j). It is remarkable that *circANRIL* can interfere with rRNA processing despite the relatively low abundance of detectable *circANRIL* RNA in the cell. On the basis of the published copy number of *CDR1as* in HEK-293 cells^2^ and our finding that *circANRIL* is 4–6 times higher expressed than *CDR1as* in these cells (Supplementary Fig. 2a), we estimate that the copies of *circANRIL* RNA per HEK cell will amount to 800–1,000. As a working model of *circANRIL* function, the stoichiometry of *circANRIL* copies relative to copies of PES1 protein might determine the efficacy of blocking PES1-dependent rRNA processing. Assuming a median abundance of 8,000 protein molecules per cell for an average protein in a typical tissue culture line^39^, a stoichiometry of *circANRIL* RNA:PES1 protein of 1:10 can be estimated. These data suggest that PES1 might be inactivated by *circANRIL* at a certain percentage even in native, non-overexpressing cells. One might speculate that thereby, *circANRIL* may impair PES1-mediated rRNA processing and ultimately impair protein translation rate and cell growth. We also base this hypothesis on a previously published study where a dominant-negative phenotype has been revealed for a C-terminal deletion mutant of PES1, such that mutant PES1 incorporated into the PeBoW complex inactivated the complex and blocked processing of the 32S pre-rRNA, leading to stabilization of p53 and to cell cycle arrest^29^. Notably, we also detected a mosaicism of *circANRIL* expression levels in primary SMC and macrophages in vascular tissues (Fig. 1), suggesting that *circANRIL*'s roles in curbing atherogenesis may have to be investigated on a single-cell level to fully appreciate *circANRIL* function.

Despite the fact that we overexpressed *circANRIL* only threefold in HEK-293 cells, it is also evident that the physiologically occurring differences in *circANRIL* expression observed in our human studies were smaller than in the overexpressing cell lines. Consequently, they are likely to be accompanied by smaller biological effects as well. Nevertheless, it is important to recognize that effects in overexpressing cell lines could be replicated in human primary cells with the same directions of effects (Fig. 8). Moreover, we identified the same molecular effector mechanisms of *circANRIL* in stably overexpressing cell lines and human cohorts, where high *circANRIL* led to the accumulation of pre-rRNA and p53 activation. Since atherosclerosis develops throughout life, it is plausible that subtle genotype-directed gene expression differences modulate the risk to develop symptomatic atherosclerotic cardiovascular disease at a higher age. Therefore, studies in overexpressing cell lines might be viewed as a time-lapse of the protective effects of *circANRIL* seen in individuals carrying the 9p21 atheroprotective genotype free of atherosclerosis (Figs 1 and 8).

Recently, substantial progress has been made in understanding the molecular mechanism of RNA circularization. It is thought that exonic circRNAs are generated by so called ‘back-splicing', enhanced by complementary base pairing of inverted repeats in the circRNA flanking introns^1^,^5^,^6^,^19^,^40^,^41^. Current work has also revealed a growing number of proteins affecting exon circularization^41^,^42^,^43^, and the proportion of circular versus linear transcripts may depend on the presence of specific intronic binding sites for these factors^44^. Even though the mechanism of *ANRIL* circularization has not been the scope of this work, it is likely that single-nucleotide polymorphisms contained in the 9p21 haplotype are responsible for differential *circANRIL* formation. Since low *linANRIL* and high *circANRIL* expression was associated with atheroprotection at 9p21, our results also underscore the importance of a balanced expression of linear and circular RNA transcripts. More generally, our results support a concept where circularization might be protective to escape linear RNA function, which has been associated with the onset and progression of diseases^16^,^17^,^45^.

Soon after the identification of the 9p21 locus by human genome-wide association studies^12^,^13^, a mouse model with a 70 kb deletion at chromosome 4 (Chr4^Δ70kb/Δ70kb^), representing the mouse orthologue of the human 9p21 risk haplotype, has been published^46^. While the deletion had no effect on atherosclerosis, *in vitro* studies revealed increased proliferation of isolated aortic SMC from Chr4^Δ70kb/Δ70kb^ animals^46^. The direction of effects was comparable to our results of the knockdown of *circANRIL*, which increased proliferation as well. It is, however, unlikely that the effects observed in the Chr4^Δ70kb/Δ70kb^ mouse model are related to *ANRIL*, because phylogenetic analyses revealed that *ANRIL* is absent in mice and fully developed only in certain primates, including humans^18^. In line with this, we detected no *ANRIL* expression in mouse tissue, and therefore, mouse models are not informative for the study of *ANRIL.* Instead, results of our study support a recent gain of function of primate-specific non-coding circRNA in controlling evolutionary conserved protein complexes. Several RNAs without evident protein-coding function were shown to co-localize with ribosomes^47^, suggesting that regulation of ribosome biogenesis by lncRNAs might be a broader phenomenon in humans than previously anticipated.

But how may *circANRIL*-mediated inhibition of rRNA processing be linked to atheroprotection? A major finding of the current study was that *circANRIL* induced ‘nucleolar stress' (Figs 6, 7) with subsequent stabilization of p53. Oncologists are now considering nucleolar stress strategically as a potential anticancer therapy^32^,^48^. In a similar fashion as cancer, atherosclerosis may be viewed as a proliferative disease. However, the role of proliferation and apoptosis in atherosclerosis is multi-facetted and inhibition of cellular proliferation and induction of apoptosis is not necessarily atheroprotective under all circumstances. For instance, while apoptosis in endothelial cells (EC) is proatherogenic, apoptosis in macrophages might attenuate early progression but can also induce secondary inflammation and plaque rupture^49^. The net effect of these individual mechanisms is difficult to determine experimentally. Nevertheless, one of our key observations was that p53 was induced on *circANRIL* overexpression, and mouse models have demonstrated that p53 is atheroprotective^50^,^51^, providing further evidence for an atheroprotective net effect of *circANRIL*.

Taken together, our data suggest *circANRIL* as a potential therapeutic target for the treatment of atherosclerosis, since it might promote antiatherogenic cell functions and is particularly stable against degradation. High stability seems to be a common feature of circRNAs^1^,^19^, which might therefore serve as attractive novel therapeutic targets for human diseases in more general terms.

## Methods

### Study cohorts

Association analysis of gene expression was performed in samples of the LIFE Heart Study (*n*=2,280), a cross-sectional cohort study of patients undergoing coronary angiography for suspected CAD^20^. The study has been approved by the Ethics Committee of the Medical Faculty of the University Leipzig (Reg. No 276-2005). Human endarterectomy specimens (*n*=218) were collected in a cohort of patients undergoing vascular surgery, and the utilization of human vascular tissues was approved by the Ethics Committee of the Medical Faculty Carl Gustav Carus of the Technical University Dresden (EK316122008)^17^,^52^. Human primary cells (EC, SMC and adventitial fibroblasts (FB)) from non-diabetic, non-smoking patients and liver samples were obtained and experimental procedures were performed within the framework of the non-profit foundation Human Tissue and Cell Research^53^. Written informed consent was obtained from all subjects.

### DNA and RNA isolation and 9p21 genotyping

Isolation of DNA and RNA from PBMC, human primary tissues and cells was performed using TRIzol reagent (Thermo Fisher Scientific)^16^,^17^. RNA from nuclear and cytoplasmic fractions and whole-cell lysates for RNA distribution studies were prepared using the PARIS Kit (Ambion) according to the manufacturer's instructions. Chr9p21 protective (A) and risk (G) haplotypes (Fig. 1d,e) were defined by single nucleotide polymorphisms rs10757274, rs2383206, rs2383207 and rs10757278 (refs 16, 52).

### Reverse transcription

RNA from human samples and cell lines was reverse transcribed using random hexamer primers (Roche). For validation of circular RNA overexpression, RNA was reverse transcribed with random hexamer primers (Roche Life Sciences), detecting linear and circular RNA transcripts and oligo(OdT) primers (Roche Life Sciences), for detecting linear transcripts containing poly-A tails. For miRNA quantification, RNA was reverse transcribed using the miScript II RT Kit (Qiagen).

### PCR and qPCR

The AmpliTaq DNA Polymerase (Life Technologies) was used for PCR and qPCR reactions. PCR reactions for amplification of *circANRIL* were performed in cDNA from SMC, FB, EC, MonoMac and HEK-293 cells, with outward-facing primers in *ANRIL* exon 6 (ref. 14). No PCR products were amplified in EC. PCR products were cloned using the TOPO TA Cloning Kit (Life Technologies) and sequenced with an automated DNA sequencer (Applied Biosystems). Quantification of gene expression was performed on a ViiA 7 Real-Time PCR System (Life Technologies) according to published protocols and normalized to plasmid standard curves^17^. PCR products were visualized using the Lonza FlashGel System (Biozym). Primers and probes for amplification of *linANRIL* (synonymous to *ANRIL ex18-19* in ref. 17), *U1*, beta actin (*BA*), *GAPDH*, *CDKN2A* (*p14*^*ARF*^*, p16*^*INK4a*^), *CDKN2B* (*p15*^*INK4b*^)^17^, *MALAT1* (ref. 54) and *CDR1as* (ref. 2) were used according to published protocols. Primers and probes for *circANRIL* (*ex7-5*), *lin+circANRIL* (*ex6-7*), *circHPRT1* (*ex6-2*), *lin+circHPRT1* (*ex2-3*), *PES1*, sex-determining region Y-box 2 (*SOX2*) and v-maf avian musculoaponeurotic fibrosarcoma oncogene homologue (*MAF*)^55^ are given in the Supplementary Table 9. Expression of 47S, 36S and 32S rRNA and 7SL RNA control was determined according to ref. 31 using the KAPA SYBR FAST reagent (PeqLab). Quantification of miRNAs Hs_miR-3184-3p_1 (MS00041944, Qiagen), Hs_miR-4659b-3p_1 (MS00040390, Qiagen) and Hs_miR-5571-5p_1 (MS00038360, Qiagen) was performed with the miScript SYBR Green PCR Kit (Qiagen) and normalized to Hs_miR-27b_2 (MS00031668, Qiagen).

### Genome-wide expression profiling

Illumina HumanHT-12 v4 BeadChips arrays were used for expression profiling in human PBMC (*n*=2,280) of the LIFE Heart Study and in cell lines with stable *circANRIL* overexpression (*n*=3) and vector control (*n*=3). For data from cell lines, bead-level data preprocessing was done in Illumina GenomeStudio followed by quantile normalization and background reduction according to standard procedures in the software. Preprocessing of expression data in PBMC of the LIFE Heart Study comprised selection of expressed features, outlier detection, normalization and batch correction^17^. Gene expression data have been deposited at Gene Expression Omnibus (GSE65392).

### Expression vectors

*CircANRIL*, *circANRIL*-BoxB, BoxB and *circHPRT1* sequences were synthesized (Eurofins Genomics) with adjacent 5′- and 3′-140 bp intronic sequences (Fig. 2a and Supplementary Table 1) and cloned in the bicistronic pBI-CMV2 (Clontech) vector allowing parallel expression of a green fluorescent protein and RNA transcripts. Stable cell lines were generated through co-transfection with a neomycin-encoding vector^17^. PES1 wild type (PES1-WT) and truncated PES1 (PES1Δ1–54 and PES1Δ446–588, respectively; Fig. 6f and Supplementary Table 8) were cloned in the pmCherry-N1 vector (Clontech) encoding a neomycin resistance and allowing overexpression of PES1 fused to a red fluorescent protein (RFP).

### Cell culture and functional studies

HEK-293 (DMSZ, ACC305) were cultured in DMEM (Life Technologies) containing 10% fetal calf serum (FCS, Biochrom) and 1% penicillin/streptomycin (P/S; Life Technologies). MonoMac cells (DSMZ, ACC124) were cultured in RPMI 1640 (Biochrom) containing 10% FCS, 1% P/S, 1% MEM (Life Technologies) and 1% OPI (Sigma). Primary arterial SMC (*n*=5) and FB (*n*=5) were cultured in Smooth Muscle Cell Growth Medium 2 (PromoCell) and Fibroblast Growth Medium (PromoCell), respectively. iPSC were cultured using using mTeSR 1 Medium (STEMCELL Technologies)^56^ and differentiated into macrophages^55^. For generation of stably overexpressing cells, HEK-293 were transfected with *ANRIL*-pBI-CMV2 vectors (Clontech) and neomycin-encoding vector, cells were selected with geneticindisulfate (G418, Roth)^17^ and overexpression was validated using specific qPCRs. At least three cell lines were generated per isoform and vector control, respectively. Knockout of the 9p21 locus in HEK-293 cells was accomplished using CRISPR/Cas9 technology^56^ with guide RNAs (Fig. 3a and Supplementary Table 10) and controlled using PCR and sequencing (Fig. 3a,b; Supplementary Tables 2 and 10). Transient transfection of HEK-293 9p21 mutant, primary SMC and iPSC-derived macrophages was performed using Lipofectamine 2000 (Life Technologies) or Nucleofector technology (Lonza) according to the manufacturer's instructions. Cellular proliferation was determined using CellTiter-Glo Luminescent Cell Viability Assay (Promega). Apoptosis was induced by staurosporine (0.25 and 0.5 μM; Calbiochem) and quantified by a caspase-3 activity assay (Caspase-Glo 3/7 Assay; Promega). Measurements were performed on the SpectraMax Paradigm Multi-Mode Microplate Reader (Molecular Devices). Transfection of siRNA was performed using Lipofectamine 2000 (Life Technologies) or Nucleofector technology (Lonza) according to the manufacturer's instructions. The following siRNAs were used for downregulation of *ANRIL* isoforms: *non-circANRIL*: n272158, exon 1 (Life Technologies); *circANRIL*: 2046125, exon 7 (Qiagen); *GAPDH* (4390849; Life Technologies); and SCR control (Silencer Select Negative Control No. 1 siRNA, 4390843; Life Technologies). siRNA-mediated downregulation of *ANRIL* or overexpression of *ANRIL* and PES1 isoforms was validated by isoform-specific qPCRs and western blotting, respectively. All experiments were performed in quadruplicates using 2–4 biological replicates. To assess RNA stability, cells were incubated with actinomycin D (50 ng ml^−1^; Sigma) for up to 72 h. For pre-mRNA splicing inhibition, cells were incubated with isoginkgetin (Calbiochem) for 24 h.

### Antibodies

Antibodies for western blotting, immunofluorescent staining and RIP, and secondary antibodies are given in Supplementary Table 11.

### Western and northern blotting

Nuclear and cytoplasmic fractions and whole-cell lysates for western blotting were prepared using the PARIS Kit (Ambion) and run on NuPAGE Novex 4–12% Bis-Tris Protein Gels (Life Technologies). Primary and secondary peroxidase-labelled antibodies are given in Supplementary Table 11, AceGlow-Solution (PeqLab) was used for visualization of the chemiluminescent light signal of protein bands (white on black background) using the Fusion-FX7 Advance system (PeqLab). For northern blot analysis, 2 μg of total RNA isolated from HEK-293 cell lines with stable *circANRIL* or vector overexpression were separated on an 1% agarose gel containing formaldehyde and blotted onto a Hybond-N+ membrane (GE Healthcare). rRNA molecules were detected using the 3′-BITEG-labelled probes ITS1 and ITS2 (ref. 36) and streptavidin-POD (Roche). Western and northern blots were repeated three times and representative experiments are shown in the manuscript.

### *In situ* hybridization and immunohistochemical stainings

*In situ* RNA hybridization was conducted in formaldehyde-fixed endarterectomy tissues with digoxygenin (DIG)-labelled RNA probes (Roche Life Sciences) against *circANRIL* (exons 7–5–6; 381 bp) and sense negative control according to ref. 57. Anti-DIG-AP (Roche Life Sciences) was used as secondary antibody and staining was developed with NBT/BCIP solution (Roche Life Sciences). For dot blot analysis (Supplementary Fig. 12), RNA was spotted onto a Hybond-N+ membrane (GE Healthcare) and detected using a DIG-labelled probe against *circANRIL* and the anti-DIG-HRP antibody (PerkinElmer). Immunohistochemical staining of CD68 and SMA was performed using the ImmPRESS HRP Anti-Rabbit and Anti-Mouse Ig Polymere Detection System (Vector Laboratories) and 3,3′-diaminobenzidine^52^. *In situ* hybridization and immunohistochemical stainings were performed three times and representative images are shown in the manuscript.

### Immunofluorescent stainings

Cells were fixed with 1% formaldehyde and permeabilized with 0.3% Triton X-100. After blocking with 5% goat normal serum (Jackson ImmunoResearch Laboratories), primary antibodies were applied overnight at 4 °C at a dilution 1:100. Secondary antibodies were applied at a dilution 1:500 for 1 h at room temperature. Nuclei were stained with Hoechst 33342 (Sigma Aldrich) and samples were mounted with Fluorescence Mounting Medium (Dako). Pictures were taken with an Olympus Fluorescence Microscope OlympusBX40 and an Olympus XM10 camera. Immunoflurescent stainings were performed three times and representative images are shown in the manuscript. Nucleoli were counted per cell and nucleolar size was determined in px^2^ with the LAS V4.2 software (Leica).

### λN-Peptide-mediated pull-down of *circANRIL-*bound proteins

Pull-down of *circANRIL*-BoxB (Supplementary Fig. 3; ref. 23) was performed with the N-terminal domain (amino acids 1–22) of the λN-peptide coupled to *d*-desthiobiotin (Intavis Peptide Services) according to ref. 58. As controls, cellular lysates from cell lines with stable overexpression of *circANRIL* were used. Streptavidin beads (Dynabeads MyOne, Life Technologies) were prewashed according to the manufacturer's instructions and blocked with 1 mg tRNA per ml and 1 mg BSA per ml in LN-buffer (20 mM Tris-HCl (pH 7.5), 0.1% NP40, 150 mM NaCl, 1 mM MgCl_2_, 0.2 mM EDTA and 1 mM dithiothreitol). Cellular lysates (1 mg total protein) were incubated with 100 μl streptavidin beads overnight at 4 °C in 1,000 μl LN-buffer, 100 μg tRNA per ml, 1 U RNasin per ml and 10% glycerine. After washing with 5 × with LN-buffer, 3 × with LN-buffer, 500 mM NaCl and 2 × with LN-buffer containing 250 mM LiCl instead of NaCl, *circANRIL*-BoxB-bound proteins were eluted with eluted with 100 μl Urea buffer (2 M urea and 50 mM Tris (pH 7.5)) supplemented with 1 mM dithiothreitol and 5 μg μl^−1^ trypsin and LysC. After alkylation with 5 mM iodoacetic acid (IAA), proteins were proteolytic digested with trypsin and LysC for 24 h. Peptides were acidified, loaded on SDB-RPS material and eluted and dried^59^. Peptides were resuspended in buffer A* (2% acetonitrile (ACN) and 0.1% trifluoroacetic acid (TFA)) and were briefly sonicated (Branson Ultrasonics, Ultrasonic Cleaner Model 2510) before mass spectrometric analyses. *CircANRIL*-BoxB RNA was eluted with 1% SDS, 20 mM Tris-HCl (pH 7.0), 0.1 mM EDTA at 99 °C for 15 min, extracted with TRIzol (Life Technologies)/CHCl_3_ and precipitated with isopropanol. RNA was reverse transcribed with random hexamer primers and analysed by qPCR.

### RNA immunoprecipitation

RIP was performed using antibodies given in Supplementary Table 11 (ref. 17). RFP-Trap_M (rtm-20, Chromotek) was used for immunoprecipitation of PES1-mCherry fusion proteins using incubation and washing buffers as for the λN-peptide-mediated pull-down. RNA was extracted with TRIzol (Life Technologies)/CHCl_3_ and precipitated with isopropanol. Retrieved RNA was reverse transcribed using random hexamer primers and analysed by qPCR with primers specific for *circANRIL* (*ex7-5*) or controls (*CDR1as*, *circHPRT1*).

### PulseSILAC

*CircANRIL*-overexpressing and control cells were attenuated in ‘light' medium (Silantes) for three passages. After seeding and adhesion for 1 h, cells were switched to ‘medium' (SILAC-Lys4-Arg6-Kit, Silantes) and ‘heavy' medium (SILAC-Lys8-Arg10-Kit, Silantes) and incubated for 24 h (Fig. 4h). After washing with PBS, cell were lysed in SDC buffer (1% SDC, 10 mM TCEP, 40 mM CAA and 100 mM Tris (pH 8.5)), boiled for 10 min at 95 °C, sonicated and diluted 1:1 with ddH_2_O before proteolytic digestion. Peptide purification was done^59^ before mass spectrometric analyses.

### Mass spectrometric data acquisition and data analyses

A unit of 2 μg of peptides from circANRIL-BoxB and circANRIL control pull-down experiments (*n*=4/4) were loaded for 30 min gradients separated on a 20 cm column with 75 μm inner diameter in-house packed with 1.9 μm C18 beads (Dr Maisch GmbH). A unit of 2 μg of peptides from pulseSILAC experiments were loaded for 100 min gradients separated on a 40 cm column with 75 μm inner diameter in-house packed with 1.9 μm C18 beads (Dr Maisch GmbH). Reverse phase chromatography was performed at 60 °C with an EASY-nLC 1,000 ultra-high pressure system (Thermo Fisher Scientific) coupled to the Q Exactive Plus mass spectrometer (for RNA pull-downs) or to the Q Exactive HF mass spectrometer (for pulseSILAC experiments) (Thermo Fisher Scientific) via a nanoelectrospray source (Thermo Fisher Scientific). Peptides were loaded in buffer A (0.1% (v/v) formic acid) and eluted with a nonlinear gradient. Operational parameters were real-time monitored by the SprayQC software^60^. Raw files were analysed by MaxQuant software (version 1.5.0.0 (RNA pull-downs) or version 1.5.0.38 (pulseSILAC experiments))^61^, and peak lists were searched against the *Homo sapiens* Uniprot FASTA database (Version 2014/4) and a common contaminants database (247 entries) by the Andromeda search engine^62^. Label-free quantification was done using the MaxLFQ algorithm^63^ integrated into MaxQuant. Data analysis was performed with the Perseus software in the MaxQuant computational platform and in the R statistical computing environment. Data were imputed by creating a Gaussian distribution of random numbers with a s.d. of 30% in comparison to the s.d. of measured values, and one s.d. downshift of the mean to simulate the distribution of low signal values.

### miRNA-binding and RNA–protein interaction prediction

Predictions of miRNA-binding sites were performed using miRanda^64^ and TargetSpy^65^ algorithms. miRNA sequences were downloaded from miRBase (Release 21 (ref. 66)). The catRAPID^67^ and the RNA-Protein Interaction Prediction (RPISeq) software^67^,^68^ were used for predictions of protein–RNA binding. Secondary RNA structure prediction was performed using the Vienna RNA package^69^.

### Pathway and upstream regulator analyses

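Among genes detected on all 6 arrays and with groups that do not overlap, by the probe with the smallest adjusted p, the largest rises in the circANRIL lines were in TSC22D3, a glucocorticoid-induced leucine zipper protein, and the neurotrophin signalling adaptor BEX1. TSC22D3 had a normalized log2 level of 12.09 ± 0.30 (SD, n = 3) in circANRIL lines and 5.37 ± 0.05 (SD, n = 3) in vector control lines, a log2 fold change of 6.73 (standard error 0.17, adjusted p = 3.0e-13). BEX1 rose by 5.59, PRXL2A by 4.00, the muscle M-band protein MYOM2 by 3.69, the epithelial adhesion molecule EPCAM by 3.65 and TEX30 by 3.51. The next were TCEAL3 at 3.22, the small GTPase RAB38 at 3.05, NIBAN1 at 2.84 and the chromatin remodeller SMARCA1 at 2.81. Among the same genes the largest fall was in the neurofilament gene NEFM, at 7.11 ± 0.85 (SD, n = 3) in circANRIL and 12.47 ± 0.40 (SD, n = 3) in vector control lines, a log2 fold change of −5.37 (standard error 0.30, adjusted p = 3.0e-09). It was followed by the matricellular protein CCN3 at −4.50, FLRT2 at −3.63, GADD45G at −3.36 and SCARA5 at −3.16. The matrix protein TNC was at −3.06, the hyaluronan receptor CD44 at −2.63, PRAME at −2.51, the transcription factor KLF4 at −2.44 and DHRS2 at −2.41. Genes not detected in 1 of the groups are outside this order. A second probe rose far less for PRXL2A, by 0.64, where it is the brighter probe, and for BEX1, by 1.12. The 2 other TSC22D3 probes were at least 3.69-fold and 78.2-fold higher. The other kept probes of EPCAM, CD44, PRAME and DHRS2 moved the same way, some of them not detected on every array.

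By the ratio of group means alone, 978 probes changed by more than 2-fold, 710 higher and 268 lower, and 971 of them also passed an adjusted p under 0.05. With 1 probe per gene, 525 genes were more than 2-fold higher and 180 lower. Of 5 measured epithelial markers, 3 were higher and 1 was lower (3 and 2 adjusted over the list alone), with a mean of 1.23 (adjusted p = 0.257). The keratin KRT8 rose by 2.30, CDH1, the epithelial cadherin, was at least 2.80-fold higher and CLDN7 was at least 1.68-fold lower. Of 14 neuronal markers 4 were higher, such as the intermediate filament gene INA at 3.75, an inexact value as it was detected on 1 of the 3 vector control arrays, and ENO2 at 1.59, and 3 were lower, such as STMN2, at least 11.8-fold lower (5 and 3 adjusted over the list alone; mean −0.07, median 0.28, adjusted p = 0.512, with a mean of 0.03 under a floored background). Of 17 extracellular matrix and fibroblast genes 2 were higher and 5 lower (3 and 5 adjusted over the list alone; mean −0.21, adjusted p = 0.387). The 435 measured genes of chromosome X had a median log2 fold change of 0.28, with 154 higher and 12 lower, and the 223 of chromosome 13 had −0.29, with 11 higher and 70 lower. The median of X lay 0.31 above that of all other genes, and 0.19 above it without vector control replicate 1. Chromosomes are those of the assembly GRCh38.p14.

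**Figure D2:**
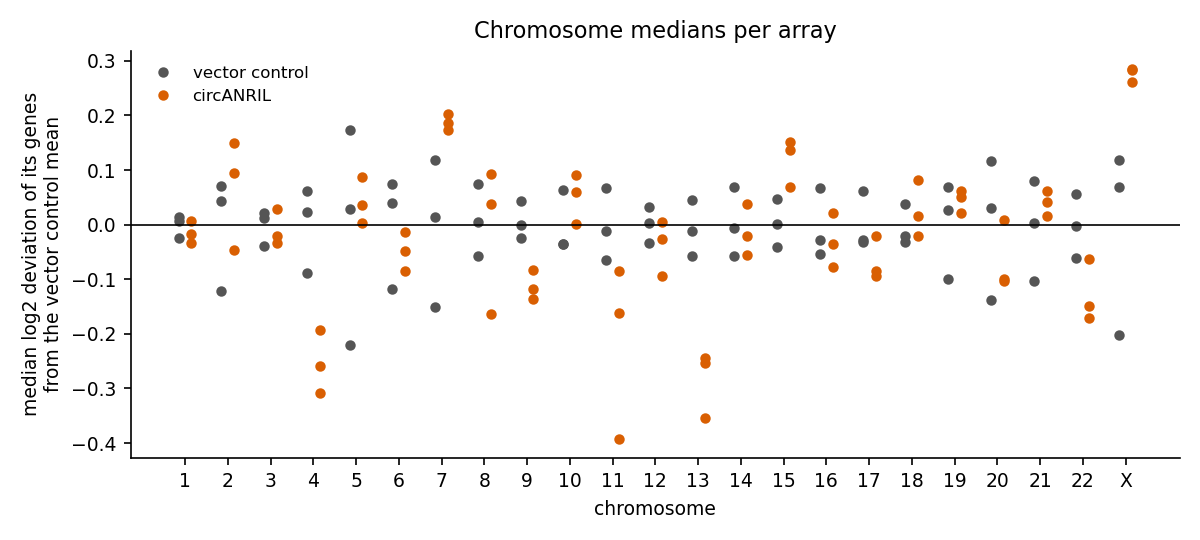
Median log2 deviation of the measured genes of each chromosome from the mean of the vector control arrays, 1 point per array. On chromosomes 4 and 13 the 3 circANRIL arrays lie below the 3 vector control arrays, and on chromosomes 7 and X they lie above.

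The 2-fold count was 268 in the authors' normalized values, 401 with normexp at an offset of 50, 570 among probes detected at 0.01 on all arrays and 1425 with a floored background. It was 2455 as a linear ratio of background-subtracted, quantile-normalized signals, chosen after the data were examined. That count takes in probes whose lower group had no positive mean. With median scaling 563 were higher and 454 lower.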

Genome-wide expression profiling revealed 1,864 *circANRIL*-correlated transcripts in human PBMC (*n*=2,280; *P*<0.001) and 18,09 transcripts with >2- or <0.5-fold expression changes in *circANRIL*-overexpressing compared with vector control cells. Using pulseSILAC, 197 proteins with *de novo* synthesis ±10% in *circANRIL*-overexpressing compared with control cell lines were identified. Pathway and upstream regulator analyses were performed using the Ingenuity Pathway Analysis (www.ingenuity.com) according to standard procedures of the software. Levels of significance were determined using Fisher's exact tests implemented in the software. Bonferroni corrections for the number of tests were applied, and *P* values with genome-wide significance are given in Supplementary Tables 5 and 6.

### Statistics

Normality of distribution was tested using the Kolmogorov–Smirnov test implemented in the PRISM statistical software (GraphPad). Comparison of normally distributed multiple groups was done using analysis of variance and Tukey was performed as post-test. Comparison of two normally distributed groups was done using a *t*-test. Comparison of two non-normally distributed groups was done using the Mann–Whitney *U*-test. Mendelian randomization analysis and associations of haplotypes with gene expression and of *circANRIL* with atherosclerosis were calculated using the R software for statistical computing^16^,^17^,^70^.

### Data availability

Gene expression data have been deposited at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the GEO Accession number GSE65392. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (https://www.ebi.ac.uk/pride/archive/) with the data set identifier PXD001769. Original uncropped scans of DNA agarose gels and of western blots have been assembled in Supplementary Figs 17 and 18, respectively. All other data are available on request.

## Additional information

**How to cite this article:** Holdt, L. M. *et al.* Circular non-coding RNA *ANRIL* modulates ribosomal RNA maturation and atherosclerosis in humans. *Nat. Commun.* 7:12429 doi: 10.1038/ncomms12429 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1- 18 and Supplementary Tables 1-11

## Figures and Tables

**Figure 1:**
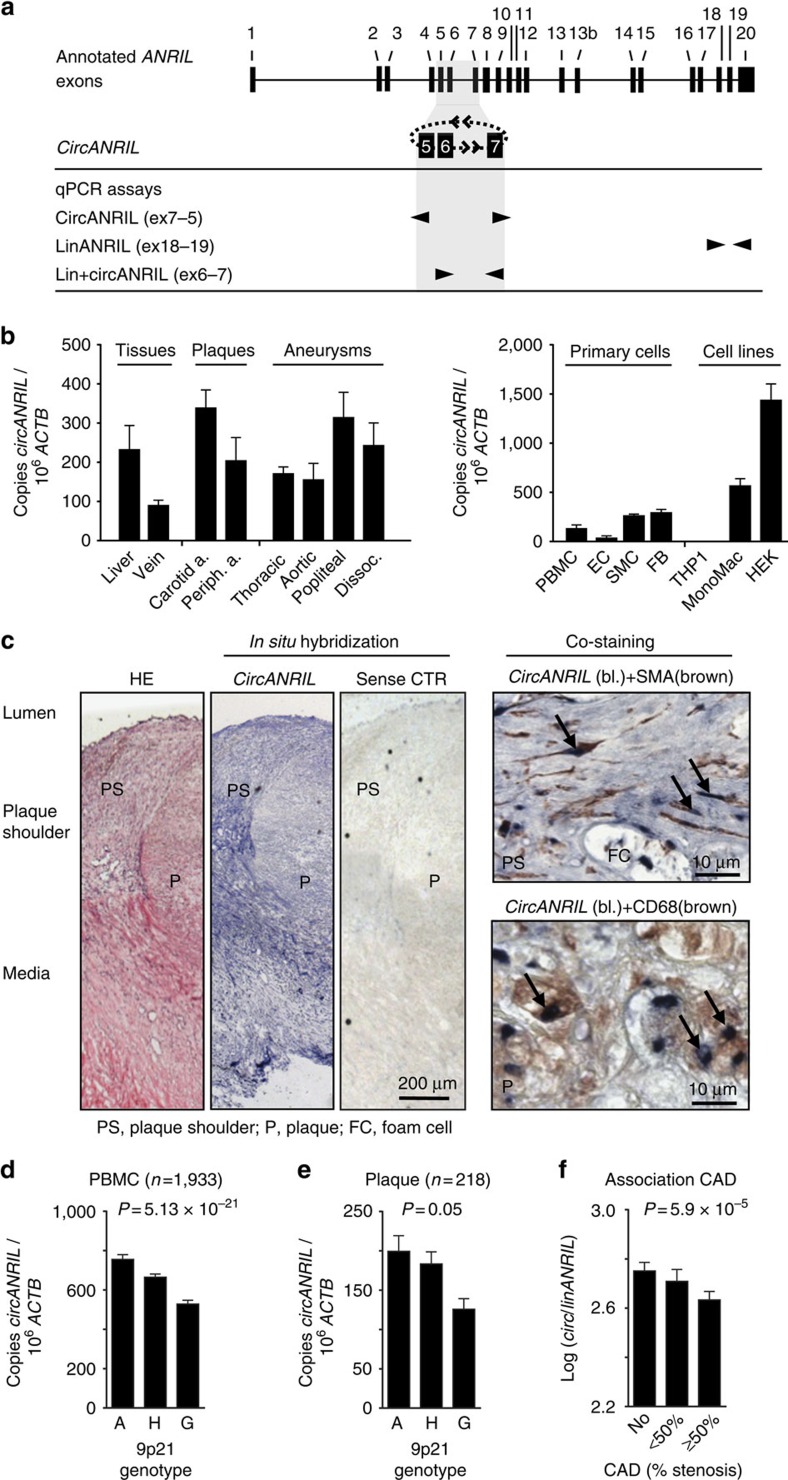
*CircANRIL* expression in human vascular tissue and association with atheroprotection at 9p21. (**a**) Schematic of *circANRIL* at 9p21 and qPCR assays for isoform specific quantification. *CircANRIL* contains exons 5, 6 and 7. Exon 7 is non-canonically spliced to exon 5. (**b**) qPCR analysis of *circANRIL* expression in human tissues, primary cells and cell lines. Beta actin (*ACTB*), house-keeping gene; FB, adventitial fibroblasts; HEK, HEK-293 cell line; THP1 and MonoMac, human monocytic cell line. Analyses were done in RNA pools of at least three donors. (**c**) *In situ* hybridization of *circANRIL* in human atherosclerotic plaque and co-localization with smooth muscle actin (SMA)-positive cells and macrophages (CD68). Sense control (CTR)-negative control. Representative staining out of three biological replicates. (**d**) Association of *circANRIL* with 9p21 haplotypes in PBMC from CAD patients. Protective (A, *n*=498), heterozygote (H, *n*=979) and risk (G, *n*=456) haplotypes. (**e**) Association of *circANRIL* with 9p21 haplotypes A (*n*=49), H (*n*=114) and G (*n*=55) in endarterectomy specimens. (**f**) Association of *circ/linANRIL* ratio in PBMC with severity of CAD (No, *n*=745; <50% stenosis, *n*=392; ≥50% stenosis, *n*=747). Data are given as mean±s.e.m., and associations were calculated using robust linear regression models.

**Figure 2:**
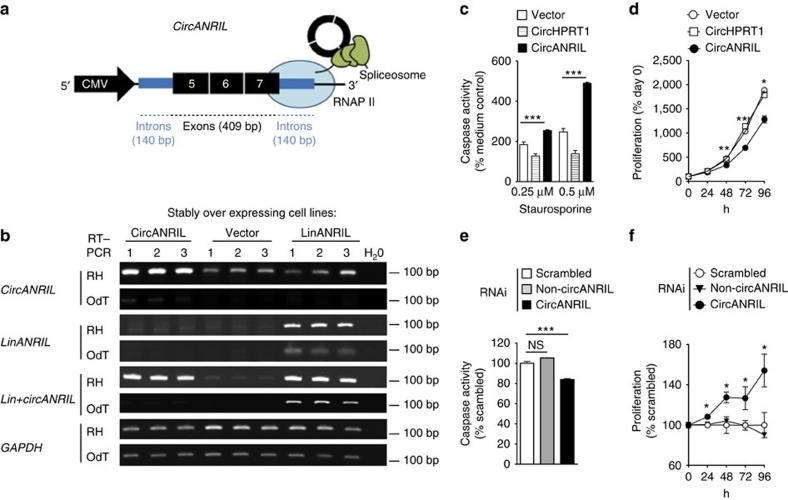
Atherosclerosis-related cell functions in c*ircANRIL*-overexpressing cells. (**a**) Schematic of the vector construct for *circANRIL* stable and transient overexpression. RNA polymerase II (RNAP II). (**b**) *ANRIL* isoform expression in HEK-293 cells that stably express *circANRIL*, *linANRIL* or empty vector (three biological replicates each). PCR of reverse-transcribed RNA, glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), house-keeping gene; OdT, oligo(d)T primers; RH, random hexamer primers. (**c**) Apoptosis and (**d**) proliferation in HEK-293 cell line stably overexpressing *circANRIL* (pool of 3 biological replicates, and 8 and 12 technical replicates per condition, respectively), compared with overexpression of an unrelated circular RNA (*circHPRT1*). Apoptosis (**e**) and proliferation (**f**) after RNAi against *circANRIL* or non-*circANRIL* or scrambled (SCR) siRNA control. Quadruplicate measurements per condition. *P<0.05; **P<0.01; ***P<0.001. Comparison of multiple groups was done using analysis of variance, and Tukey was performed as *post hoc* test in **c**,**e**. Two-tailed unpaired Student's *t*-test in **d**,**f**. Data are given as mean±s.e.m.

**Figure 3:**
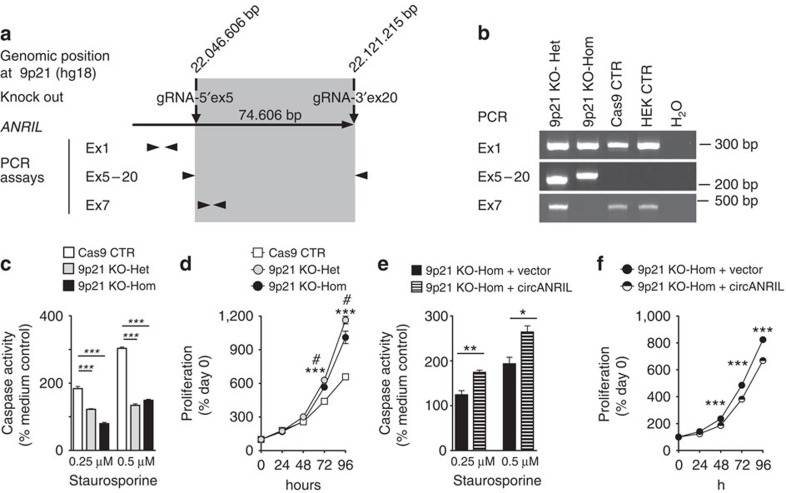
Role of endogenous *circANRIL* on apoptosis and cell proliferation. (**a**) Schematic of CRISPR/Cas9-mediated knockout of *ANRIL* in HEK-293 cells. Genomic regions encompassing exons (Ex) 5–20 were deleted. Arrowheads indicate location and orientation of primers used for genotyping. (**b**) PCR genotyping. Sequencing of PCR products from Ex5–20 assay validated successful deletion in mutant cell lines (Supplementary Table 2). (**c**) Apoptosis and (**d**) proliferation in heterozygous and homozygous *ANRIL* knockout or control cell lines. As control, Cas9 was overexpressed without guide RNAs (gRNAs). (**e**) Apoptosis and (**f**) proliferation in homozygous knockout cells following transient re-expression of *circANRIL*. *P<0.05; **P<0.01; ***P<0.001. (**d**) Heterozygous (***P<0.001) or homozygous (^#^*P*<0.05) *ANRIL* knockout versus control cell lines, respectively. Comparison of multiple groups was done using analysis of variance, and Tukey was performed as *post hoc* test in **c**. Two-tailed unpaired Student's *t*-tests were applied in **d**–**f**. Data are given as mean±s.e.m.

**Figure 4:**
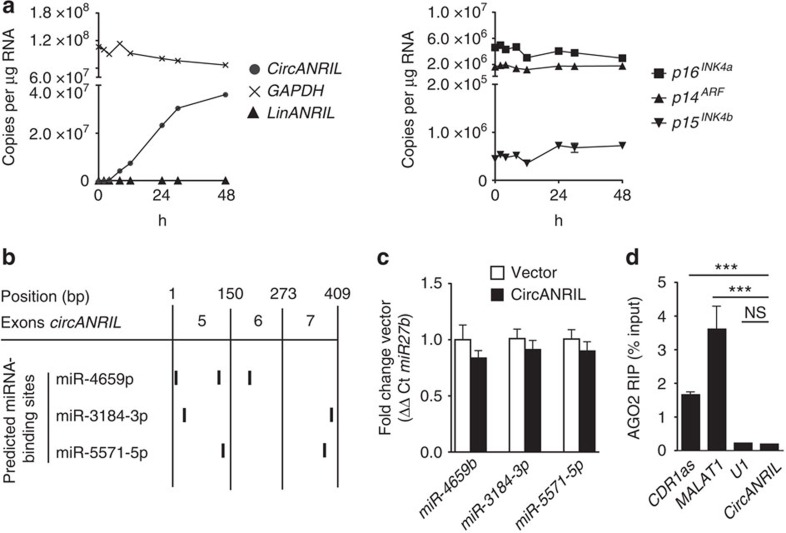
*CircANRIL* does not regulate 9p21 protein-coding genes and lacks miRNA sponging activity. (**a**) Overexpression of *circANRIL* in HEK-293 cells does not modulate endogenous *linANRIL* RNA abundance as measured by qPCR (left panel). Expression of *p16*^*INK4a*^ and *p14*^*ARF*^, encoded by *CDKN2A*, and *p15*^*INK4b*^, encoded by *CDKN2B*, in *circANRIL*-overexpressing cells (right panel) (pool of three biological replicates, quadruplicate qPCR measurements). (**b**) Prediction of miRNA-binding sites in *circANRIL* using miRanda and TargetSpy algorithms. (**c**) miRNA expression normalized to miR-27b as measured by qPCR (four biological replicates, quadruplicate measurements). (**d**) RNA immunoprecipitation (RIP) of AGO2. Analysis of precipitated RNAs: *CDR1as*, *MALAT1*, positive controls; *U1*, negative control (RIP was performed in a pool of three biological replicates, quadruplicate qPCR measurements). ***P<0.001. NS, not significantly different. (analysis of variance, and Tukey as *post hoc* test). Data are given as mean±s.e.m.

**Figure 5:**
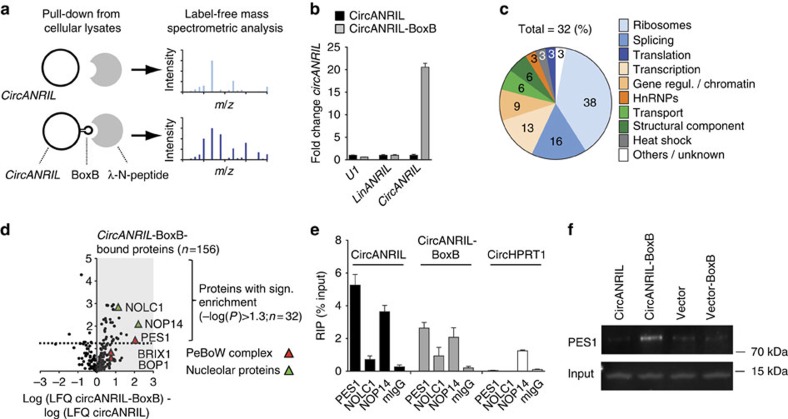
Identification of *circANRIL-*binding proteins. (**a**) Schematic of λN-peptide-mediated capture of *circANRIL*-BoxB from cellular lysates of stably overexpressing HEK-293 cell lines, and label-free mass spectrometric quantification. Experiments were performed in a pool of three biological replicates (quadruplicate measurements). (**b**) Quantification of RNAs by qPCR after λN-peptide capture (quadruplicate measurements). (**c**) Summary of *circANRIL*-BoxB-bound proteins according to annotated (KEGG, GO) and published functions. (**d**) Volcano plot of label-free quantification (LFQ) of *circANRIL*-BoxB-bound proteins compared with *circANRIL* input control. (**e**) RIP of PES1, NOLC1, NOP14 and mouse IgG (mIgG) control (RIP was performed in a pool of three biological replicates, quadruplicate measurements). (**f**) Western blot of PES1 after λN-peptide-mediated circANRIL-BoxB capture using nuclear extracts from indicated cell lines.

**Figure 6:**
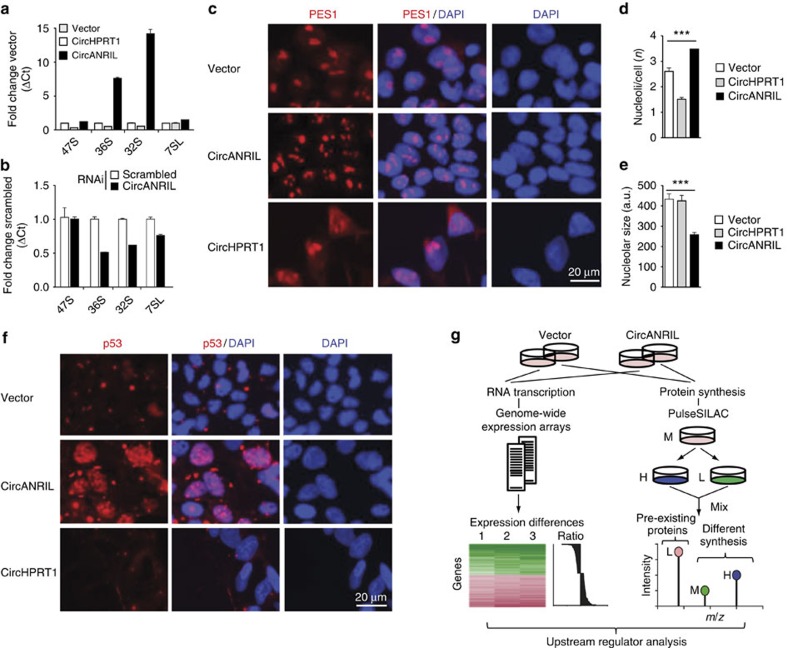
rRNA maturation defects and nucleolar stress in *circANRIL*-overexpressing cells. (**a**) Relative quantification of pre-rRNA in *circANRIL*- or in *circHPRT1-*overexpressing HEK-293 cells using isoform-specific qPCRs (RNA from a pool of three biological replicates, quadruplicate measurements). (**b**) Pre-rRNA levels after RNAi against *circANRIL* or using scrambled siRNA control (quadruplicate measurements per condition). (**c**) Immunofluorescent staining of PES1 in *circANRIL*- or in *circHPRT1*-overexpressing HEK-293 or empty vector control cells. Quantification of (**d**) nucleoli and (**e**) nucleolar size in *circANRIL*- or *circHPRT1*-overexpressing or empty vector control cells (*** *P*<0.001). Data are given as mean±s.e.m. (analysis of variance, and Tukey as *post hoc* test). (**f**) Immunofluorescent staining of p53 (red) in *circANRIL*- or *circHPRT1*-overexpressing or empty vector control cells. (**g**) Schematic of transcriptome and proteome analyses in *circANRIL*-expressing HEK-293 cells and in control cells by genome-wide expression arrays and by pulseSILAC, respectively. For results of pathway analyses and procedure, see Supplementary Tables 4–6 and Methods section, respectively. L/M/H, light/medium/heavy medium.

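Genes of the integrated stress response, which cells induce when translation initiation is restrained, were higher in the circANRIL lines. Of 28 measured members 15 were higher and none was lower (16 and 0 adjusted over the list alone), with a mean log2 fold change of 0.59 (adjusted p = 0.000155, and adjusted p = 0.745 with an estimated correlation). Over the alternatives run 0 to 16 were higher and 0 to 1 lower, with 9 higher without circANRIL replicate 2 and 7 without circANRIL replicate 3. The pseudokinase TRIB3 rose by 2.06 (standard error 0.26, adjusted p = 4.0e-05) and the secreted glycoprotein STC2 by 1.48 (standard error 0.17, adjusted p = 1.4e-05), and the mitochondrial folate enzyme ALDH1L2 was at least 1.88-fold higher. Of 25 genes of hypoxia and glycolysis 5 were higher and none was lower (5 and 0 adjusted over the list alone), with a mean of 0.39 (adjusted p = 0.0104, and adjusted p = 0.745 with an estimated correlation). The stress-responsive NDRG1 rose by 2.37, the glucose transporter SLC2A1 by 1.06 and the mitophagy receptor BNIP3 by 1.06. Over the alternatives run 1 to 9 members of this list were higher and 0 to 2 lower. With chromosomes centred 9 were higher, with a floored background 2 and with the methods' t-test 1. Without circANRIL replicate 2 or 3, 3 were higher. Lower were 1 gene without vector control replicate 3 and 2 with median scaling. Of 16 endoplasmic reticulum chaperones 2 were higher and 1 was lower (3 and 1 adjusted over the list alone), with a mean of 0.11 (adjusted p = 0.512), which was −0.05 with median scaling. Of 13 heat shock genes 1 was higher and 1 lower (1 and 1 adjusted over the list alone; mean −0.08, adjusted p = 0.621).

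Genes of the translation machinery fell short of the test as groups at the main settings. Of 38 translation factors 5 were lower and none was higher (5 and 0 adjusted over the list alone), with a mean of −0.18 (adjusted p = 0.0563). This list passed with median scaling (adjusted p = 0.0047), a floored background (0.0461), no filter (0.0177), the mean of a gene's probes (0.0432), chromosomes centred (0.0427) and without vector control replicate 2 (0.015). It also passed with camera on per-gene scores from the methods' t-test (0.0489), and had an adjusted p = 0.745 with an estimated correlation. Of 42 large subunit ribosomal proteins 5 were lower and 2 higher (4 and 2 adjusted over the list alone; mean −0.09, adjusted p = 0.398), and of 26 small subunit proteins 4 were lower and 0 higher (5 and 0 adjusted over the list alone; mean −0.10, adjusted p = 0.319). Of 16 genes of RNA polymerase I transcription 3 were lower and 0 higher (3 and 1 adjusted over the list alone; mean −0.14, adjusted p = 0.34). Of 49 oxidative phosphorylation genes 5 were lower and 1 was higher (1 and 1 adjusted over the list alone; mean −0.11, adjusted p = 0.176, and −0.28, adjusted p = 0.0155, with median scaling).

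**Figure D3:**
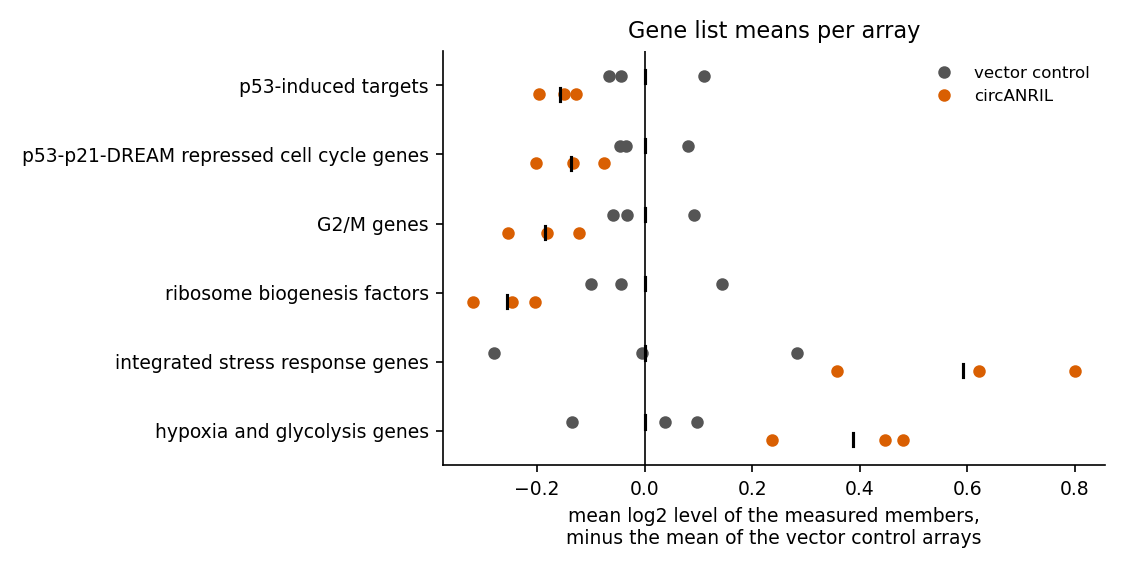
Mean normalized log2 level of the measured members of 6 gene lists on each array, minus the mean of the vector control arrays, with the group mean as a vertical tick (n = 3 arrays per group). The circANRIL arrays lie above the vector control arrays for the integrated stress response and hypoxia lists and below them for the other lists.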

**Figure 7:**
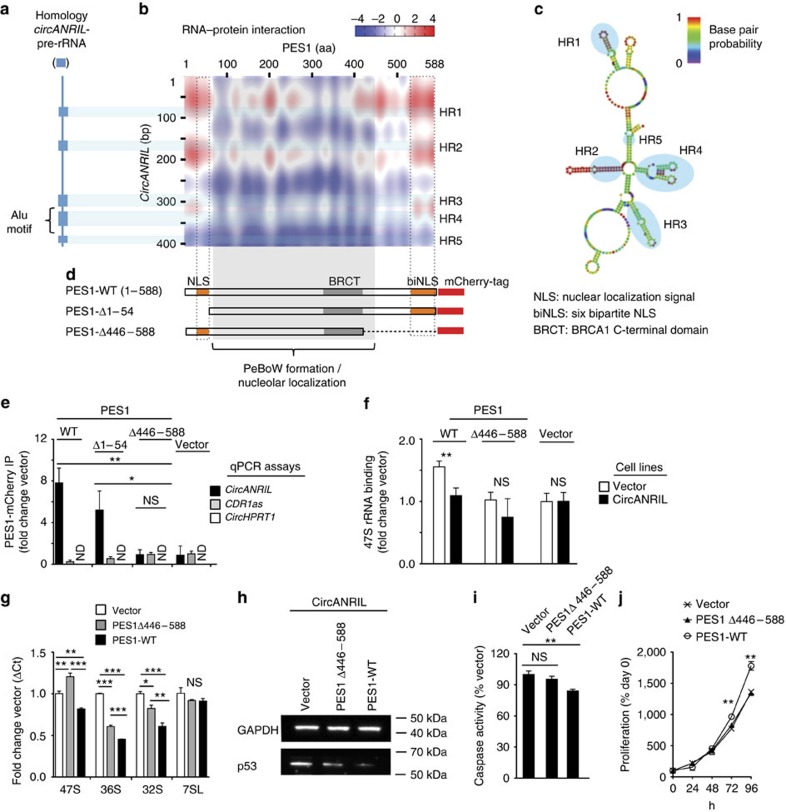
Molecular mechanism of *circANRIL* controlling PES1 function. (**a**) Homology of *circANRIL* and precursor 47S rRNA (blue boxes) determined by BLASTn algorithm. (**b**) Prediction of RNA–protein interaction of *circANRIL* with PES1 using the catRAPID algorithm. Homology regions (HR1–HR5)—predicted RNA–protein interaction motifs in *circANRIL*. (**c**) Secondary structure prediction and HR1–5 of *circANRIL* using the Vienna RNA package^69^. (**d**) Schematic of PES1 with functional protein domains. Wild-type PES1 (PES1-WT) and two mutants lacking the 5′ (PES1Δ1–54) or the 3′ (PES1Δ446–588) lysine-rich NLSs. (**e**) Immunoprecipitation (IP) of PES1 isoforms from HEK-293 cells and quantification of RNA by qPCR (IP was performed in a pool of three biological replicates, quadruplicate measurements). (**f**) Pre-rRNA binding to PES1-WT and PES1Δ446–588 in *circANRIL*-overexpressing and control cells (IP was performed in a pool of three biological replicates, quadruplicate measurements). (**g**) Pre-rRNA and 7SL control RNA in *circANRIL-*expressing HEK-293 cells after transient PES1-WT or PES1Δ446–588 overexpression (pool of three biological replicates, quadruplicate measurements). (**h**) p53 western blot, (**i**), apoptosis and (**j**) cell proliferation in *circANRIL*-overexpressing HEK-293 cells with transient overexpression of PES1-WT or of PES1Δ446–588. Quadruplicate measurements per condition. *P<0.05; **P<0.01; ***P<0.001. NS, not significantly different. Analysis of variance, and Tukey as *post hoc* test in **e**,**g** and **i**. Two-tailed unpaired Student's *t*-tests were applied in **f**,**j**. Data are given mean±s.e.m.

**Figure 8:**
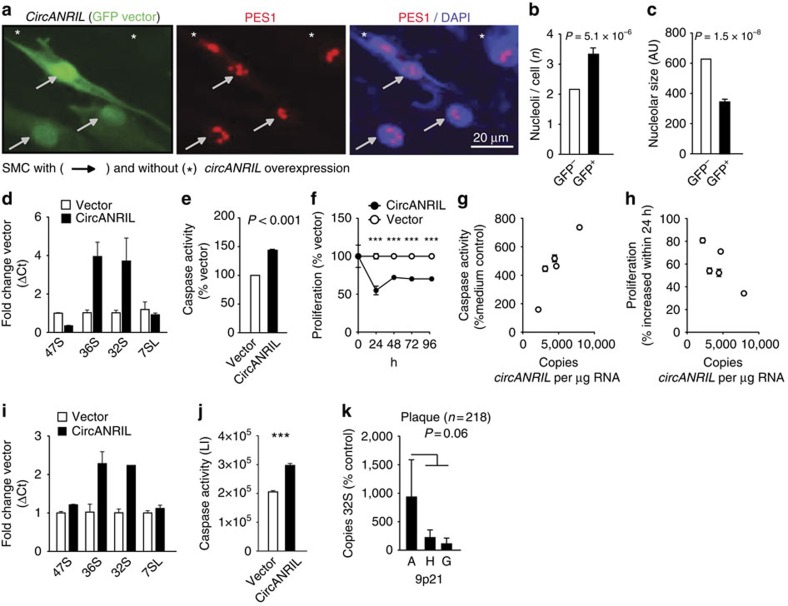
Translation of *circANRIL* molecular mechanisms in human primary cells and human cohorts. (**a**) *CircANRIL* overexpression in primary human SMC using the green fluorescent protein (GFP)-encoding, bicistronic pBI-CMV2 vector (green; Fig. 2a) and immunofluorescent staining of PES1 (red). Quantification of nucleoli (**b**) and nucleolar size (**c**) in *circANRIL*-overexpressing (GFP^+^) SMC and *circANRIL*-negative (GFP^−^) cells. AU, arbitrary units. (**d**) Quantification of pre-rRNAs following *circANRIL* overexpression in SMC. (**e**) Apoptosis and (**f**) proliferation in SMC transfected with *circANRIL*. Quadruplicate measurements per condition. Correlation of endogenous *circANRIL* expression in human SMC with (**g**) apoptosis and (**h**) proliferation (*n*=5; quadruplicate measurements each). (**i**) Quantification of pre-rRNA following *circANRIL* overexpression in iPSC-derived macrophages (Supplementary Fig. 16). (**j**) Apoptosis in iPSC-derived macrophages transfected with *circANRIL*. LI, luminescence intensity. Quadruplicate measurements per condition. (**k**) Association of 32S rRNA expression with 9p21 A (*n*=49), H (*n*=114) and G (*n*=55) haplotypes in endarterectomy specimens. ***P<0.001. Two-tailed unpaired Student's *t*-tests were applied in **b**,**e**,**f** and **j**, and Mann–Whitney *U*-testing in **k**. Data are given mean±s.e.m.

**Table 1:** Upstream regulator analysis of *circANRIL*-correlated transcripts in PBMC of the LIFE Heart Study (*n*=2,280).

Transcription regulator	*P-*value
TP53	7.8 × 10^−09^
E2F1	1.8 × 10^−07^
STAT5A	2.9 × 10^−07^
IRF8	5.2 × 10^−07^
STAT1	5.8 × 10^−06^
SMARCA4	6.5 × 10^−06^
ELF4	1.5 × 10^−05^

Transcripts correlated with *circANRIL* expression (*P*<0.001; *n*=1,864, Ingenuity Pathway Analysis) were included in the analysis.

How the deposited data were processed for this re-analysis (not part of the article)

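Expression was measured on 6 Illumina HumanHT-12 v4 BeadChips, 3 from HEK-293 lines with stable circANRIL overexpression and 3 from vector control lines. The paper states that at least 3 lines were made per construct, and each array is taken as 1 replicate. For the arrays the methods name cell lines, with n = 3 for circANRIL and n = 3 for vector control. The labels only number the arrays, so they may be 3 lines or 3 cultures, and lines within a group may share ancestry. If so, the p-values measure less than the spread between independent lines, and a difference between the groups may be one between lines. The authors preprocessed the bead-level data in Illumina GenomeStudio (version 2011.1), and the methods name quantile normalization and background reduction. The deposited table holds, for each probe and array, an intensity on the linear scale and a detection p-value. The authors had subtracted background from these intensities, since every array holds negative values, but had not normalized them between arrays. The deposited detection p-values, made by the authors' software from negative control beads, run from 0 to 1 in steps of 1 in 770 and were used as they are. A second table of the authors' values holds intensities that are not background-subtracted and have nearly the same distribution on every array, with a median of 96.3 on each and a lowest value of 73.6 on 5 arrays and of 75.0 on vector control array 3. Spearman's rho of each array with its column in the first table was 1. The first table was analysed and the second served as an alternative. Replicates are not pooled in either.

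Signals were background-corrected by normexp with the detection p-values, quantile-normalized and put on the log2 scale with neqc of limma (version 3.58.1, R 4.3.3; offset 16). Of 47315 probes, 21191 with a detection p under 0.05 on at least 3 of the 6 arrays were kept, and 16957 of these were detected on all 6. Gene symbols came from the array's probe annotation and were matched by gene identifier to the GRCh38.p14 gene table, which matched 30071 of 30110 probes with 1 symbol. Of the kept probes, 16237 had 1 symbol, 4 had several and 4950 had none. The circANRIL arrays were compared with the vector control arrays by limma (lmFit and eBayes with an intensity trend), with Benjamini-Hochberg adjustment over the kept probes and a threshold of 0.05. The 2-fold count uses the difference of mean log2 values, after the criterion in the methods. No batch, slide or date is named for the arrays. Replicate numbers did not pair the arrays, as their deviations from the group means correlated at 0.003, 0.08 and −0.13 for the 3 numbers. No pair of arrays was identical.

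The 36 gene lists were written before the data were examined, 2 of them from genes the paper names and the rest from textbook knowledge, and 32 with at least 5 measured members were tested. Each of 12134 genes was represented by its kept probe with the highest mean level. The lists were tested with limma's camera at a preset correlation of 0.01, two-sided and adjusted over the lists tested, and again with an estimated correlation and with fry. At the preset correlation 4 lists passed an adjusted p under 0.05, and with an estimated correlation or by fry none did. fry asks whether a list's genes move one way on balance and does not compare them with other genes. Overlap of p53 targets with the 2-fold genes was tested with Fisher's exact test, two-sided, against all measured genes. Genes named in the text follow a rule fixed at the same time. It takes the 10 largest rises and 10 largest falls among genes past the threshold, detected on all arrays and with groups that do not overlap, the genes the paper names, up to 3 members of each list per direction with the smallest p, and CDKN1A and MDM2. For the first part the probe with the smallest adjusted p stands for the gene. A fold against a group in which a probe was not detected is given as a lower bound, against the lowest detected level of each array. A gene named outside the rule is said to be so.

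The fit was tested on simulated arrays of the same size, in which 0% of 68 probes planted at a log2 fold change of 0.5, 62.1% of 66 planted at 1 and 97% of 66 planted at 2 were recovered. Of 119 calls 7 were false, and 0 of 35 lists without a planted change were called. The simulated noise was independent between probes, so this does not test lists whose members are correlated. In the data the estimated correlation was 0.525 for integrated stress response genes and 0.18 for ribosome biogenesis factors. Another split of the real arrays called 9 lists. A far smaller share of probes was planted than the 17.7% called in the data, so the adjusted threshold was stricter in the simulation. The recovered shares therefore do not carry over to the data, where GTPBP4 was called at 0.44. A change well under 2-fold can still go undetected with 3 arrays per group. The alternatives tried were other background corrections, median scaling, the authors' value table, other filters, a fit without an intensity trend, the methods' t-test, a replicate block and leaving out each array in turn. Also tried were other list tests, the mean of a gene's probes, an adjusted p in place of the 2-fold criterion, and centring each chromosome, which was chosen after the data were examined. A test of 3′ UTR seed matches was left out because no 3′ UTR or miRNA sequences were at hand. The 2 probes of the linear ANRIL gene were detected on 2 and 0 of the 6 arrays and were not kept, and no value is given for circANRIL.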

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

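The tests of the integrated stress response list below, and the chromosome gaps with an array left out, were chosen after the values were seen. The results given here are differences between the circANRIL and vector control arrays for which the paper's text gives no array values by gene group or chromosome. Its Supplementary Tables 4–6 were not at hand.

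Genes on chromosome X were higher and genes on several autosomes were higher or lower in the circANRIL lines. Of 23 chromosomes tested with camera, 7 passed an adjusted p under 0.05, and none did with an estimated correlation. The median log2 fold change of a chromosome's genes minus that of all others was 0.31 for X, 0.21 for 7 and 0.13 for 15, and −0.28 for 13, −0.26 for 4, −0.21 for 11 and −0.12 for 22. By this gap on each array, the circANRIL arrays lay apart from the vector control arrays on each of these but 22, where the highest circANRIL array was at −0.0548 and the lowest vector control array at −0.0552. The gap of 11 was −0.12 without circANRIL replicate 3 and that of X was 0.19 without vector control replicate 1. In the authors' values the gaps were 0.20, 0.12 and 0.07, and −0.16, −0.15, −0.12 and −0.06, in the same order. Other splits of the arrays called up to 15 chromosomes, and 8 of 10 splits, the real one among them, called at least as many as the real one. The other splits mix the groups and so carry part of the group difference as well. Arrays within a group did differ by chromosome, as the median deviation of X was −0.20 on vector control array 1 and 0.12 on vector control array 2. With 10 splits a share under 0.05 cannot be reached.

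Quantile normalization was argued against as the source of the gap of chromosome X over the other genes, since that gap was 0.30 with median scaling. Median scaling shifts each array by a constant, which cancels in the gap. The gap was 0.22 with normexp at an offset of 50. Brightness of the probes was argued against as well, since the median of X lay at the 100th percentile of 10000 random gene sets matched on mean level. These sets treat genes as independent, and the percentile does not set X apart. Chromosomes 7 and 15 were at 100 too. Chromosomes 2, 5, 10 and 19, which camera did not call, were at 99.4 to 99.99. Stretches of chromosomes that differ in copy number between the lines are a candidate explanation. After each chromosome's median was removed, genes 10 places apart still had correlated log2 fold changes (Spearman's rho 0.10, across genes, against a highest value of 0.03 in 1000 shuffles), as such stretches predict. Copy number was not measured, shared regulation of neighbours over such distances was not excluded, and an effect of circANRIL itself remains open and untested.

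Integrated stress response genes had a mean log2 fold change of 0.59. The largest positive median log2 fold change of a chromosome was 0.28, on X, less than this mean. The mean was 0.62 with each chromosome centred. Shifts of that size could hardly have given another outcome, and centring does not remove shorter stretches. A single array was argued against, since the lowest mean with 1 array left out was 0.45. The vector control arrays themselves spread widely, with mean log2 levels from 8.72 to 9.28, and the lowest circANRIL array was at 9.36. A response to circANRIL and a difference in culture state, such as the supply of amino acids, remain open, and the design cannot part them. The members are strongly correlated across arrays (estimated correlation 0.525), and the call was lost with it.

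Hypoxia and glycolysis genes had a mean log2 fold change of 0.39. Ribosome biogenesis factors had −0.26. G2/M genes had −0.19. Of the 10 splits of the arrays, 5 called at least as many lists as the real one, which called 4, and the highest of the others called 9. For probes at an adjusted p under 0.05 the real split gave 3754 and the highest of the others 0, and for probes changed by more than 2-fold it gave 978 against 147. In both, 1 of the 10 splits, the real one, reached its count, and 10 splits are too few for a share under 0.05. Every other split has arrays of both groups on each side, so the group difference widens its spread and shrinks its folds. Low probe counts there were nearly fixed in advance and do not measure chance.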

How the results depend on the processing

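Centring each chromosome and the linear ratio were chosen after the data were examined, the other alternatives before. The shift of p53-induced targets stayed negative and short of the threshold, and those of the ribosome biogenesis, integrated stress response and hypoxia lists kept their direction, under every alternative run. The cause of the changes below was not tested, except where fewer arrays or probes are part of the alternative. The count of probes at an adjusted p under 0.05 (3754) was 1503 with a floored background, 484 with the methods' t-test, 971 with the 2-fold criterion added, and 1968 to 3244 with each array left out, the low values without circANRIL replicate 2 (1968) and replicate 3 (1991). With the replicate number as a block it was 3536, of which 3415 were shared. Median scaling called 1418 higher and 2974 lower, and moved the median of all probes by −0.096. The 2-fold count (978) was 401 with normexp at an offset of 50, 268 in the authors' value table and 570 among probes detected at 0.01 on all arrays. As a linear ratio of background-subtracted, quantile-normalized signals it was 2455, with probes counted whose lower group had no positive mean. The count of lists called (4) was 8 with median scaling, 0 with an estimated correlation and 0 by fry. With an estimated correlation the shifts of −0.19 (G2/M), −0.26 (ribosome biogenesis), 0.59 (integrated stress response) and 0.39 (hypoxia) each had an adjusted p of 0.745, and by fry 0.108, 0.108, 0.139 and 0.108. The G2/M shift also missed the threshold among probes detected at 0.01 on all arrays (−0.18, adjusted p = 0.0507), without an intensity trend (adjusted p = 0.0558), and without vector control replicate 3 (adjusted p = 0.149), circANRIL replicate 2 (0.0569) or 3 (0.0888), and ran from −0.22 to −0.14 with each array left out. miRNA pathway proteins passed the threshold with a floored background (−0.24), with median scaling (−0.37) and with camera on scores from the methods' t-test (−0.21). DREAM targets and oxidative phosphorylation genes passed it with median scaling (−0.31 and −0.28), and translation factors under 7 alternatives. The means of let-7 and miR-17 targets were −0.11 and −0.10 with median scaling. That of miR-15/16 targets was 0.013 with a floored background, 0.050 among probes detected at 0.01 on all arrays, 0.061 with chromosomes centred and −0.060 to 0.041 with each array left out. The odds ratio for p53 targets among 2-fold genes (0.935) was 0 with normexp, 0 in the authors' value table, 0.490 among probes detected at 0.01 on all arrays, 0.652 with a floored background, 0.686 with the mean of a gene's probes, 1.24 with median scaling, 1.31 without a filter, 1.31 with an adjusted p in place of the fold, 1.37 with chromosomes centred, and 0.529 to 1.099 with each array left out. Of 1234 values for called single genes, 1071 kept the call and direction and 163 kept the direction only. Of 192 values for single genes not called, 174 stayed so, 10 passed the threshold in the same direction (MDM2, NOLC1 and MTAP) and 8 changed sign short of it (ACTB, GAPDH, AGO2, WDR12 and BOP1). Quantile normalization without background correction could not be run on a table with background already subtracted, which the authors' value table stands in for, and no slides are named for a slide block. With an array left out, probes detected in its group alone fail the filter of 3 arrays, so the members of a list change too. Dim probes limit the folds: 264 kept probes were not detected in the vector control group and 237 not in the circANRIL group.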

Differences from the paper's values

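The paper's methods give the transcripts changed by more than 2-fold as a number whose comma stands before its last 2 digits. Read without the comma, the paper's number is 1809, against 978 probes here (710 higher and 268 lower). Of the alternatives set before the data were examined, a floored background gave 1425, within 1.5 times the paper's number, and the others, between 268 and 1108, did not come within 1.5 times. A linear ratio of background-subtracted, quantile-normalized signals gave 2455, within 1.5 times, and was chosen after the values were seen. That count takes in probes whose lower group had no positive mean, for which a ratio is not defined. The paper's text states no filter on detection for this count.

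The paper states that p53 signalling was activated at the protein and mRNA level in circANRIL-overexpressing cells, and also reports p53 protein by staining and western blot. Its pathway results (Supplementary Tables 4–6) were not at hand. It used the Ingenuity software on its own 2-fold set, whereas the textbook list here holds induced genes only, so the tests are unlike. With 3.20 members expected among the 2-fold genes, the overlap test here could show only a large excess. On the list used here, 4 of 55 measured p53-induced genes were higher and 10 lower, with a mean log2 fold change of −0.16 (adjusted p = 0.136), and 3 of 55 were among the 2-fold genes (odds ratio 0.935, Fisher's exact test, p = 1). PMAIP1, GADD45A and GDF15 were higher, as activation predicts, with log2 fold changes of 0.85 and 0.71 and at least 1.84-fold. CDKN1A and MDM2 were not higher, at −0.21 and −0.55. What raised the former genes was not tested. No alternative run gave a positive mean or a call for this list. The odds ratio was 0 at the least, with normexp and in the authors' value table, and 1.37 at the most, with chromosomes centred, a setting chosen after the data were examined (Fisher's exact test, p = 0.541).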

Other observations

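Interferon response genes moved both ways in the circANRIL lines. Of 28 measured members 6 were higher and 4 lower (8 and 5 adjusted over the list alone), with a mean log2 fold change of 0.13 (adjusted p = 0.621). The antiviral genes OAS3 and MX1 and the RNA sensor IFIH1 were detected on none of the vector control arrays and were at least 3.21-fold, 2.46-fold and 1.94-fold higher. IFI44L was at least 2.12-fold lower by 1 probe and had a log2 fold change of −0.39 (adjusted p = 0.161) by the other, and IFI27 and the interferon regulator IRF7 fell, with log2 fold changes of −1.37 and −1.39. Of 8 NF-kappaB target genes 2 were higher and 0 lower (2 and 0 adjusted over the list alone; mean 0.34, adjusted p = 0.394). Of 19 cholesterol synthesis genes 3 were higher and 1 was lower (5 and 1 adjusted over the list alone; mean 0.17, adjusted p = 0.407). Of 11 replication-dependent histone genes 3 were lower and 0 higher (3 and 0 adjusted over the list alone; mean −0.18, adjusted p = 0.394). Of 4 smooth muscle markers measured 1 was higher and 1 lower, of 4 monocyte and macrophage markers 1 was higher, and no endothelial marker was measured, so these lists were not tested. The macrophage marker was CD68, at 0.56 by its brighter probe (adjusted p = 0.0364) and at −1.02 by its other probe (adjusted p = 0.0067).

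Detection parted the groups. At a detection p under 0.01 on all 3 arrays of 1 group and of 0.05 or more on all 3 of the other, 110 probes were detected in circANRIL lines alone and 79 in vector control lines alone, together 189. The highest count in the other 9 splits of the arrays was 7. Those splits have arrays of both groups on each side, so a probe that parts the groups cannot count there. Their counts therefore do not measure chance. Lines that share ancestry within a group could give a count of 189 as well as circANRIL could, and the arrays did not part these 2 explanations. Among the 189 probes, chosen after their values were seen, PTGR1, which reduces prostaglandins, was at least 41.2-fold higher by 1 probe and 26.4-fold by another. The neural transcription factor SOX11 was at least 31.4-fold higher in circANRIL lines, and WDR72 was at least 15.5-fold lower. Within a group, between 51 and 405 probes were detected on 1 array and lacked by the other 2, the most on vector control arrays 1 (405) and 3 (318) and circANRIL array 2 (265).

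Of the genes beside ANRIL at 9p21, CDKN2A and CDKN2B were measured by qPCR in another experiment of the paper (Fig. 4a). CDKN2A had a log2 fold change of −0.27 (standard error 0.15, adjusted p = 0.249), CDKN2B of −0.28 (standard error 0.18, adjusted p = 0.321) and MTAP of 0.33 (adjusted p = 0.17). The other kept probes of CDKN2A and CDKN2B had −0.39 (adjusted p = 0.166) and −0.20 (adjusted p = 0.523). None of the 3 genes passed the test by these probes. All 3 lie on chromosome 9, whose genes had a median log2 fold change of −0.12 (camera, adjusted p = 0.111). HPRT1, the host gene of the control circle circHPRT1 and a gene of chromosome X, rose by 0.52 (adjusted p = 0.0051). The reference genes ACTB and GAPDH had −0.04 (adjusted p = 0.896) and −0.08 (adjusted p = 0.785), and of 3 GAPDH probes 2 had this sign. Of 5 measured regulators from Table 1, IRF8, detected on 2 of the 3 vector control arrays, was higher at 0.89 (adjusted p = 0.0266) and none was lower (2 and 0 adjusted over the list alone; mean 0.33, adjusted p = 0.377).

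Hypotheses on why p53-induced genes were not higher were tested, the one on chromosomes chosen after the values were seen. If dim members hid a rise, the brighter members would show it. The mean log2 fold change of the 28 brighter of the 55 was −0.11. If chromosome-wide shifts hid a rise, the mean would turn positive with each chromosome centred, and it was −0.13. Only chromosomes 4, 11 and 13 had a median log2 fold change below −0.16 (−0.27, −0.22 and −0.29). The members lie on other chromosomes too, so centring could hardly have turned the mean positive. HEK-293 cells carry adenoviral genes whose products bind p53, so p53 protein may accumulate without inducing its targets, and these arrays did not test this.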
